# ScRNAseq Analysis of Chicken Embryonic Pituitary Reveals Cell Heterogeneity and a Cell Type Coexpressing *Gh* and *Pomc*

**DOI:** 10.1210/endocr/bqaf184

**Published:** 2025-12-18

**Authors:** Kuan Ling Liu, Tom E Porter

**Keywords:** pituitary, somatotrophs, corticotrophs, cortico-somatotrophs, growth hormone, proopiomelanocortin

## Abstract

Gene expression profiles and the heterogeneity among hormone-producing pituitary cells remain poorly characterized in most vertebrates, especially in chicken embryos. Using single-cell RNA sequencing, the transcriptomes of 4346 basal and 10 835 corticosterone (CORT)-treated embryonic day 11 chicken pituitary cells were sequenced. Classical endocrine cell clusters were identified, and some were shown to express previously unreported marker genes. A cluster of uncommitted cells was identified that expressed markers for multiple endocrine cell types, with ∼30% coexpressing *Gh* and *Pomc* mRNA. We named this population of cells the cortico-somatotrophs. The existence of cortico-somatotrophs were confirmed at both the mRNA and protein level. We further characterized the corticosomatotrophs by utilizing the known effect of CORT to increase somatotroph abundance. Identification of cortico-somatotrophs challenges the prevailing view that corticotrophs and somatotrophs develop from distinct cell lineages.

The pituitary gland serves as the central hub of the endocrine system, responsible for regulating various physiological processes including stress responses, growth, reproduction, and metabolism (1, 2). It has been well established that the anterior pituitary (AP), also known as the adenohypophysis, contains multiple distinct hormone-secreting cell populations. Each cell type is believed to secrete 1 or 2 hormones that are vital to these physiological processes (3, 4). The 5 primary cell types in the AP include the following: corticotrophs, which secrete ACTH; somatotrophs, responsible for producing GH; lactotrophs, which release prolactin; thyrotrophs, which produce TSH; and gonadotrophs, which produce LH and FSH (2, 5). In addition to the endocrine cell population, several nonendocrine cell types have also been discovered in the AP. These include proliferating cells, endothelial cells, and folliculo-stellate cells, which contribute to the overall function and structure of the gland (6, 7).

While the cellular composition and function of the pituitary gland have been well studied in vertebrates, the gene expression profiles of individual pituitary cell populations remain poorly characterized. Advancements in single-cell RNA sequencing (scRNAseq) have provided transcriptomic data for specific pituitary cell types in several vertebrates, including humans (8, 9), rats (10), mice (11-13), chickens (14), zebrafish (15), and medaka (16). Although pituitary scRNAseq studies have been conducted in embryos of human (8) and mouse (17), comparable analyses in the chicken are lacking. In this study, we utilized scRNAseq to map the transcriptional profiles of chicken embryonic pituitary (CEP) cells. Our findings provide insights on differentially expressed genes (DEGs), heterogeneity of the endocrine cells, and a new pituitary cell type, the cortico-somatotrophs.

## Materials and Methods

### Cell Dissociation and Library Preparation

Fertilized Ross 308 chicken eggs used for the experiments were obtained from Perdue Hatchery (Hurlock, MD). The eggs were set in a humidified incubator (60% humidity, 37.5 °C), with day 1 of incubation denoted as e0. Pituitaries were dissected from e11 embryos, trypsin-dispersed, and pooled as previously described (18). Cell viability was assessed by the trypan blue dye-exclusion method (19). An individual e11 pituitary gland yielded around 300 000 cells, and cell viability was >95% in all experiments. Dispersed cells were plated at a density of 1 000 000 cells per well in poly-L-lysine-coated 24-well plates for 1 hour, then supplemented with DMEM/F12 medium with 0.1% BSA, 100 U/mL penicillin, and 100 μg/mL streptomycin for 19 hours. Corticosterone (CORT; 100 nM final concentration) was added to the appropriate wells for an additional 6 hours. The cells were collected using 0.25% trypsin-EDTA (ThermoFisher, Waltham, MA), washed twice with chilled Dulbecco's phosphate-buffered saline, and resuspended in chilled Dulbecco's phosphate-buffered saline (1 × 10^6^ cells per 200 μL). The cells were methanol-fixed based on the protocol provided by Genewiz from Azenta Life Sciences and then further processed by their Next-Generation Sequencing team. They estimated the cell viability and numbers, produced the cDNA libraries, and sequenced the filtered cells on the Illumina Series platform (Genewiz, Summerfield, NJ).

### Sequencing Data Processing and Clustering

For RNA sequencing analysis of single pituitary cells, Azenta Life Sciences generated the quality control reports (Fig. S1) (20), the FASTQ raw data files (21), and the interactive differential gene expression analysis with Loupe Browser v8.0.0 (10× Genomics, Pleasanton, CA) (21). The quality reports reveal information such as cell quality, sequencing depth, and genome alignment (Fig. S1) (20). Azenta further converted both FASTQ files to genecount matrix with the cell barcodes aligned in reference to the GRCg6a transcriptome from the Ensembl database: Ensembl release 105. The filtered counts matrix and associated metadata processed through Cell Ranger v7.0 were imported to Seurat package v4.2.0 in R to clusters and further analyzed, using default parameters unless specified otherwise (22-26).

The difference in cell number between basal (4525 cells) and CORT-treated (11 842 cells) conditions reflects technical variation in sequencing performance. To compensate for a lack of sequencing depth in the CORT-treated samples, a greater number of CORT-treated cells were captured during sequencing to ensure comparable overall sequencing coverage across conditions. We minimized the impact of this difference in cell numbers by performing downstream analysis based on the percentage of cells rather than relying solely on cell counts.

We first filtered out cells with lower than 500 counts of unique molecular identifier or lower than 200 unique genes detected. We then removed cells containing more than 5% mitochondrial RNA reads or 25% ribosomal RNA reads. Doublets that may affect clustering analysis were detected and removed using the R package DoubletFinder v.2.0.3 with default command line options; assuming 3.5% and 9% doublet formation rate for basal and CORT-treated cells, respectively (27). Post-quality control, 2746 basal (60.69%) and 8843 CORT-treated (74.67%) cells were used for further analysis. The remaining data were normalized based on standard workflow and variable features were identified. Data dimensionality reduction was performed using principal component analysis. Using the “FindCluster” function, with 15 principal components and a resolution of 0.8, the cells were partitioned into distinct clusters. Clustered datasets were converted to a csv file and further analyzed using Loupe Browser v8.0.0. Using a combination of known marker genes identified from the literature, cell types were determined based on the corresponding log_2_exp threshold (Table 1). Each log_2_exp threshold was adjusted by determining the lowest marker gene expression for each target cell cluster that excludes background expression (Figs. S2 and S3) (20). Clusters that appeared to belong to the same cell type were further combined and then visualized using the Uniform Manifold Approximation and Projection (UMAP; Fig. S4) (20, 28).

**Table 1.** Percent population of the identified 6 hormone-producing cell clusters from day 11 embryonic chicken pituitary under basal and CORT-treated conditions

Cell clusters	Number of cells		Cell population (%)	
	Basal	CORT	Basal	CORT
Corticotrophs	113	445	7.87	7.80
Gonadotrophs	200	1073	13.94	18.80
Thyrotrophs	171	531	11.92	9.30
Somatotrophs	566	2618	39.44	45.87
Mammosomatotrophs	20	118	1.39	2.07
Premature nebulous	365	922	25.44	16.16
Total	1435	5707	100.00	100.00

Abbreviation: CORT, corticosterone.

### DEGs and Analysis

DEGs were identified by the “Run Differential Expression” function in Loupe Browser. Features expressed highly within each cluster, relative to the entire dataset, were identified. Significant DEGs were selected from upregulated genes with adjusted *P*-value <.05 and an average occurrence of greater than 1 count per cell across the entire dataset. The complete lists of DEGs are included in Datasets S1 and S2 (29).

### Merging Datasets

Subsets of basal and CORT datasets were merged and reanalyzed to determine the CORT effect on different cell types. The basal and CORT clusters for each hormone-producing cell type were combined and then normalized based on standard workflow to check for batch effects. Data dimensionality reduction was performed using principal component analysis. Using the “FindCluster” function, with 7 principal components and a resolution of 0.8, the cells were partitioned into distinct clusters. The clusters were reassigned back into either basal or CORT-treated groups, and then integration was performed to correct for batch effects. The datasets were visualized as UMAPs, and DEGs from treatment effect were determined using the “FindMarker” command. Features with an adjusted *P-*value <.05 were determined.

### RNA Fluorescence In Situ Hybridization

Following the HCR™ RNA fluorescence in situ hybridization (FISH; Molecular Instruments, Los Angeles, CA) company protocol (30, 31), mRNA expression of selected genes was characterized in different hormone-producing cell types. Pituitaries were collected from e11 chicken embryos (n = 60), divided evenly into 3 separate tubes, and then trypsin-dispersed into cells. Each of the individual cell replicates (n = 3) were separately plated at a density of 3000 cells per well on poly-L-lysine coated 12 mm diameter circular glass coverslips (FisherScientific, Hampton, NH) and allowed to attach for 3 hours at 37.5 °C. DMEM/F12 medium supplemented with 0.1% BSA, 100 U/mL penicillin, and 100 μg/mL streptomycin was added, and the cells were cultured for an additional 19 hours. Cells were treated with or without CORT (100 nM final concentration) for an additional 6 hours and then fixed in 4% formaldehyde in PBS for 20 minutes at room temperature (RT). The cells were left in formaldehyde at 4 °C overnight then washed 3 times with PBS at RT. After the last wash, the cells were permeabilized with ice-cold 70% ethanol overnight at -20 °C. Cells were washed with 2× sodium chloride sodium citrate (SSC) and pre-hybridized with the probe hybridization buffer for 30 minutes at 37 °C. The probe hybridization buffer was replaced with the probe solution (4 nM), and the cells were incubated overnight at 37 °C. Custom probes were made for chicken *Pomc* (NM_001398117.1; B2 amplifier) and *Gh* (NM_204359.2; B3 amplifier) mRNA, with 20 sets of probes for each gene. Excess probes were removed using the probe wash buffer at 37 °C, and the cells were further washed using 5× sodium chloride sodium citrate with 0.1% Tween-20. To amplify the signal, cells were preamplified in the amplification buffer for 30 minutes at RT and then incubated in the hairpin mixture (60 nM) overnight (>12 hours) in the dark at RT. We used the B2 amplifier with 546 nm fluorophore and the B3 amplifier with 488 nm fluorophore. The cells were further washed using 5× sodium chloride sodium citrate with 0.1% Tween-20 to remove excess hairpins, and the coverslips were reverse mounted back onto microscope slides using the DAPI Fluoromount-G® (SouthernBiotech, Birmingham, AL).

### Dual Label Immunofluorescence

Pituitaries were collected from day 11 chicken embryos (n = 70), divided evenly into 4 separate tubes, and then trypsin-dispersed into cells. Each of the individual cell replicates (n = 4) were separately plated at a density of 3000 cells per well on poly-L-lysine coated 12 mm diameter circular glass coverslips (FisherScientific, Hampton, NH) and allowed to attach for 3 hours at 37.5 °C. DMEM/F12 medium (ThermoFisher, Waltham, MA) supplemented with 0.1% BSA, 100 U/mL penicillin, and 100 μg/mL streptomycin was added, and the cells were treated with or without CORT (100 nM final concentration) and cultured for an additional 19 hours. After the cells were fixed in 1% formaldehyde for 20 minutes at RT, the slides were pretreated using 0.1% Tween-20/0.1% TX-100 followed by 0.3% H_2_O_2_. The cells were blocked using 2% normal donkey serum and then incubated in primary antibodies including the rabbit anti-GH (18) (1:1000) and mAb anti-ACTH (32) (1:1000) at 4 °C overnight. The cells were then incubated with secondary antibodies including Rhodamine (TRITC) AffiniPure™ Donkey Anti-Rabbit IgG (H + L) (Jackson ImmunoResearch Labs, West Grove, PA; catalog #: 711-025-152; RRID: AB_2340588; 7.5 μg/mL) and Fluorescein AffiniPure Donkey Anti-Mouse IgG (H + L) (Jackson ImmunoResearch Labs, West Grove, PA; catalog #: 715-095-150; RRID: AB_2340792; 7.5 μg/mL) at 4 °C overnight. Multiple PBS washes were done between treatments and antibody incubations. After the last PBS wash, coverslips were reverse-mounted back onto microscope slides using the DAPI Fluoromount-G® (SouthernBiotech, Birmingham, AL).

### Microscope Imaging and Processing

Microscope slides were imaged and further processed using a Nikon ECLIPSE Ti2 Inverted Microscope (Nikon, Tokyo, Japan). For RNA-FISH processed slides, under the 20× DIC objective lens, *Pomc*+ cells were visualized using the red channel (excitation: 555 nm; emission: 595 nm) an exposure time of 800 ms, *Gh*+ cells were visualized using the green channel (excitation: 475 nm; emission: 515 nm) with an exposure time of 1 seconds, and 4′,6-diamidino-2-phenylindole-positive (DAPI+) cells were visualized using the blue channel (excitation: 375 nm; emission: 432 nm) with an exposure time of 50 ms. The lookup tables thresholds were set from 5000 to 65 000. Images at 20× were selectively taken only if the visualized area contained 1 or more cells that were *Pomc*+/*Gh*+/DAPI+. The images were further deconvoluted to improve the estimate of the image intensity.

For dual label immunofluorescence processed slides, under the 20× DIC objective lens, ACTH+ cells were visualized using the red channel (excitation: 555 nm; emission: 595 nm) an exposure time of 2 seconds, GH+ cells were visualized using the green channel (excitation: 475 nm; emission: 515 nm) with an exposure time of 400 ms, and DAPI+ cells were visualized using the blue channel (excitation: 375 nm; emission: 432 nm) with an exposure time of 50 ms. The lookup tables thresholds were set from 6100 to 40 000. Images were selectively taken only if the visualized area contained 1 or more cells that were ACTH+/GH+/DAPI+. The brightness of the images was increased using Adobe Photoshop 2024 (Adobe, San Jose, CA).

### Quantification and Statistical Analysis

Three separate microscope images were captured for each treatment per biological replicate. A total of more than 200 cells (DAPI+) were counted to quantify the percent cell population for each cell type. Each experiment was replicated 4 times unless otherwise stated. The JMP statistical analysis system (JMP Statistical Discovery LLC, Cary, NC) was used to determine statistically significant differences among treatments or groups with a mixed-model ANOVA, where the replicate experiment was a random effect in the model. A post hoc test of least significant differences with Tukey's method for multiple comparisons was used to determine significant differences among groups. Different letters are used to denote significance at *P* < .05.

## Results

### ScRNAseq Revealed 12 Clusters in the AP

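Anterior pituitary cells pooled from 246 chicken embryos at embryonic day 11, by the sample labels, were cultured for 19 hours and then kept for 6 hours without treatment (basal) or with 100 nM corticosterone (CORT), the main glucocorticoid of birds. Each condition was measured in 1 droplet-based single-cell library, in which every captured mRNA carries the barcode of its droplet and a unique molecular identifier (UMI). The deposited matrices hold UMI counts, without normalization, for 22987 features of the chicken genome build GRCg6a, counted by the authors with Cell Ranger, and the deposited metadata give the authors' cell type label of each cell they kept. The features carry an Ensembl identifier and, for most named genes, a symbol, and no coordinates. *Gh* has no symbol there, and ENSGALG00000000249, a feature named in Table 3, was taken as *Gh* because its counts in somatotrophs lay within 0.459 (basal) and 0.495 (CORT) percentage points of every bar of Fig. 3B. *Crh-r1* (ENSGALG00000000371, without a symbol) and *Pou1f1* (ENSGALG00000015495) were identified in the same way from the cell numbers of Tables 4 and 5. The basal library holds 24055686 UMIs in 4525 barcodes and the CORT library 30249617 UMIs spread over more barcodes, so a basal cell was read more deeply. Median UMIs per cell were 4387 (basal) and 1727 (CORT) in corticotrophs, 2785 and 1344 in gonadotrophs, 3527 and 1561 in thyrotrophs, 3098 and 1401 in somatotrophs, and 8119 and 2773 in the premature nebulous cells. A rare mRNA shows a UMI in more cells when cells are read more deeply, so shares of cells with a UMI are given as deposited and, for the genes and types compared most closely, again after thinning every cell to 1000 UMIs. Cells under 1000 UMIs were left out of the thinned shares, in the CORT library 9 corticotrophs, 90 gonadotrophs, 20 thyrotrophs, 221 somatotrophs, 3 mammosomatotrophs, 1 premature nebulous cell, 6 endothelial, 2 folliculo-stellate, 18 proliferating and 34 red blood cells, and in the basal library 1 somatotroph, 15 proliferating and 48 of the 84 red blood cells. Shares in the labelled red blood, white blood and endothelial cells together (background cells, median 9788 UMIs basal and 3547 CORT) show how often a droplet holds a UMI of a gene that its cell is not thought to express. They do not show this for genes that these cells may express themselves, such as *Hnrnpr*, *Nr3c1* and *Foxo1*. Levels were compared as UMIs summed over all cells of a type and scaled by the total UMIs of that type (CPM), and as the log2 ratio of CORT over basal CPM. Over genes with at least 100 UMIs, the median of this ratio was -0.03 in corticotrophs, -0.14 in gonadotrophs, -0.13 in thyrotrophs, -0.23 in somatotrophs and -0.09 in premature nebulous cells. With 1 library per condition, no test between conditions was made, and the exact 95% intervals (Clopper-Pearson for a share, conditional binomial for a ratio of counts) cover counting error only, not the spread between cultures; where no cell had a UMI, the limit given is that of 3 counts. Cortico-somatotrophs were taken as the premature nebulous cells with at least 1 UMI of both *Gh* and *Pomc* (259 basal and 880 CORT cells, median 9093 and 2808 UMIs). A narrower set, with at least 15 UMIs of both and fewer than 3 UMIs of *Fshb* and of *Tshb* (102 and 309 cells), was added after the data were seen and is named where it is used.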

To investigate the transcriptome of CEP cell populations, embryonic day (e)11 AP glands from chicken embryos were dispersed, treated with or without CORT and analyzed through scRNAseq using the 10× Genomics system (33). This age (e11) and CORT treatment were chosen because we have previously reported that CORT can induce premature expression of *Gh* mRNA in e11 pituitary cells (34-42), and we were interested in identifying the somatotroph precursor population. A total of 4525 basal and 11 842 CORT-treated pituitary cells passed the initial quality control check; an average of 1333 genes and 33 188 transcripts were detected in basal cells, and an average of 855 genes and 13 366 transcripts were detected in CORT-treated cells (Fig. S1A and S1B) (20). These cells underwent additional filters, where cells expressing high levels of ribosomal and mitochondrial genes were further removed, as well as the doublets detected by DoubletFinder (Fig. S1C and S1D) (20). The remaining 2742 basal and 8843 CORT-treated cells were analyzed using Seurat to identify cell clusters, and uniform manifold approximation and projections (UMAPs) were generated for visualization.

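Of the barcodes in the matrices, 2743 basal and 8843 CORT cells carry a cell type label. Labelled cells held a median of 5380 UMIs (basal) and 1922 (CORT), and the barcodes without a label 621 and 888. A maximum of 25% ribosomal protein UMIs left 2830 basal and 9497 CORT barcodes, and all labelled cells were among them. A further maximum of 5% mitochondrial UMIs left 2798 and 9471 barcodes when it was applied to genes whose symbol starts with MT-, again with all labelled cells. Applied to all 13 mitochondrial genes in the files, the same maximum left 2172 and 5905 barcodes, with 77.8% of the labelled basal cells and 65.0% of the labelled CORT cells. All labelled cells were used here, after the authors' own removal of doublets with DoubletFinder, which was not run again. Removal of doublets called with another method, Scrublet, is given only as an alternative.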

There were a total of 12 clusters, with 9 clusters identified using known marker genes (Fig. S4) (20). To better define cluster boundaries, the minimum expression level for each marker gene was individually selected (Figs. S2 and S3 and Table S1) (20, 43). 

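Within the basal library, corticotrophs, gonadotrophs, thyrotrophs and somatotrophs each stood apart from all other hormone-producing cells by a hormone mRNA and by further genes. In the 113 corticotrophs, the log2 ratio to the other cells was 3.10 for *Rasl11a*, a Ras-like small GTPase, 2.68 for *Pomc*, the ACTH precursor, and 2.29 for *Sst*, which encodes somatostatin. In the 200 gonadotrophs it was 5.36 for *Fshb*, 5.18 for *Nr5a1*, a transcription factor of gonadotroph and steroidogenic cells, and 5.07 for the potassium channel gene *Kcna4*. In the 171 thyrotrophs it was 3.66 for *Tshb*, 2.96 for the prostaglandin-degrading enzyme gene *Hpgd* and 2.36 for *Dio2*, the deiodinase that makes active thyroid hormone. The 566 somatotrophs were led by the hemoglobin genes *HBAD* (2.83) and *HBAA* (2.17), which are fixed markers of red blood cells (44202 and 98332 CPM there, 62.2 and 109 CPM in somatotrophs), followed by genes that include *Ghrhr* (1.90) and the synaptic organizer *Cbln1* (1.80). *Gh*, also present in other hormone-producing types, was at 1.27. Among the fixed marker genes with enough UMIs, 4 of 4 somatotroph, 4 of 5 corticotroph, 3 of 4 gonadotroph and 3 of 4 thyrotroph markers were highest in their own basal type. The exceptions were *Neurod1*, highest in proliferating cells at 216 CPM, *Cga*, the common subunit of the glycoprotein hormones, at 35683 CPM in thyrotrophs and 30746 CPM in gonadotrophs, and *Trhr*, highest in mammosomatotrophs.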

Four classical hormone-producing cell types were identified, including somatotrophs, corticotrophs, gonadotrophs, and thyrotrophs (Fig. 1A). These cells were expressing *Gh*, *Pomc*, *Fsh* β subunit (*Fshb*), and *Tsh* β subunit (*Tshb*), respectively. 

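*Pomc*, *Gh*, *Fshb* and *Tshb* were each far higher in their own cell type than in blood and endothelial cells. *Pomc* stood at 196776 CPM in basal corticotrophs and 129319 CPM in CORT corticotrophs, against 2016 and 2059 CPM in the background cells. *Gh* in somatotrophs was 15304 CPM (basal) and 53841 CPM (CORT), against 377 and 3832 CPM in the background cells. *Fshb* was 8076 and 4252 CPM in gonadotrophs, and *Tshb* was 2697 and 564 CPM in thyrotrophs. At least 1 *Gh* UMI was found in 82.0% of basal and 99.9% of CORT somatotrophs (68.9% and 99.5% after thinning), but also in 47.9% and 99.3% of background cells (10.9% and 77.4% after thinning). For *Pomc* the shares were 99.1% and 99.6% of corticotrophs beside 77.8% and 89.8% of background cells, so a single UMI of *Gh* or *Pomc* does not mark a cell that makes the hormone. *Fshb* was found in 87.5% and 69.0% of gonadotrophs (85.0% and 65.9% after thinning), with 8.52% and 10.1% in background cells. *Tshb* was found in 63.7% and 30.1% of thyrotrophs (47.4% and 24.5% after thinning), with 3.70% and 3.16% in background cells.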

There was not a clear lactotroph population; however, *Prl* expression was detected in some somatotrophs, so they are labeled as mammosomatotrophs (*Gh* and *Prl*). 

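*Prl*, which encodes prolactin, was concentrated in the mammosomatotrophs, 20 cells in the basal library and 118 in the CORT library, each with at least 3 *Prl* UMIs. Its log2 ratio to the other basal hormone-producing cells was 6.14, the highest of any gene in that type with at least 100 UMIs. The median *Prl* count of these cells was 5 (basal) and 4 UMIs (CORT), and as a minimum count decided which cells are in the group, no ratio between libraries is given. In somatotrophs it was 35.6 and 118 CPM, with a UMI in 10.4% and 14.4% of cells (3.61% and 10.3% after thinning), against 1.35% and 4.88% of background cells. Mammosomatotrophs also held *Gh*, with a median of 1 UMI in the basal library, where 1 of the 20 cells held 511 or more of the 616 UMIs, and of 52.5 UMIs in the CORT library.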

The expression levels and distribution of *Gh*, *Pomc*, *Fshb*, *Tshb*, and *Prl* were visualized through UMAPs (Fig. S5) (20). 

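The other hormone-producing cluster held 365 basal and 922 CORT cells. Of the hormone mRNAs in these cells *Pomc* was the highest at 60529 CPM (basal) and 45595 CPM (CORT), followed by *Gh* at 8782 and 25386 CPM. *Fshb* (362 and 256 CPM) and *Tshb* (352 and 70.4 CPM) were far lower. At least 1 UMI of 2 or more of these hormones was present in 79.5% of the basal cells (74.9% to 83.5%) and 96.3% of the CORT cells, but also in 45.6% and 90.2% of endothelial cells, so a single UMI does not show that a cell makes both. Relative to the other basal hormone-producing cells, the genes with the highest log2 ratios included *Sod3*, an extracellular superoxide dismutase (2.05), *Agtr1*, an angiotensin receptor (1.55), *Necab1*, a calcium-binding protein (1.49), and *Tfrc*, the transferrin receptor (1.34). This cluster's median depth was the highest of the hormone-producing types in both libraries.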

An additional hormone-producing cluster was identified to be expressing 2 or more different endocrine hormones, and it was named the premature nebulous (Fig. 1A). 

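Endothelial-labelled cells were marked by *TIMP3*, an inhibitor of matrix metalloproteinases, at 6364 CPM (basal) and 5750 CPM (CORT). A *TIMP3* UMI was found in 99.4% and 91.4% of them and in 9.52% of basal red blood cells. Folliculo-stellate cells held *ALDH6* at 1775 and 1018 CPM, with a UMI in 90.0% and 72.9% of cells (66.6% and 49.6% after thinning), against 17.2% of basal endothelial cells. Red blood cells held *HBAA*, an alpha-type globin, at 98332 and 41598 CPM, although a UMI was found in only 48.8% and 28.4% of them. The gene *ENSGALG00000029601* was at 774 and 766 CPM in white blood cells, with a UMI in 87.6% and 64.0% of cells, against 1.46% and 2.35% of endothelial and 28.6% and 8.92% of folliculo-stellate cells. Median depths (basal, CORT) were 10831 and 3796 UMIs in endothelial, 13335 and 3431 in folliculo-stellate, 945 and 1029 in red blood and 6667 and 2651 in white blood cells. Of the fixed markers measured in the basal library, 4 of 4 red blood markers were highest in red blood cells, 1 of 4 endothelial and 0 of 4 folliculo-stellate or stem cell markers in their own type, and the 1 white blood marker measured, *CD74*, was highest in thyrotrophs. All 9 measured mesenchymal markers were highest in endothelial-labelled cells, among them the collagen gene *COL1A2* at 1771 CPM and decorin (*DCN*) at 584 CPM. Of 10 proliferation genes, 6 were highest in folliculo-stellate cells and none in the cells labelled proliferating.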

Nonendocrine or nonsecretory cells were also identified, including endothelial cells using TIMP metallopeptidase inhibitor 3 (*TIMP3*), folliculo-stellate cells using aldehyde dehydrogenase 6 (*ALDH6*), red blood cells using hemoglobin subunit alpha-A (*HBAA*), and white blood cells using the gene *ENSGALG00000029601* as marker genes (Fig. S4) (20). The endocrine/secretory cell clusters were isolated and further analyzed.

**Figure 1.**
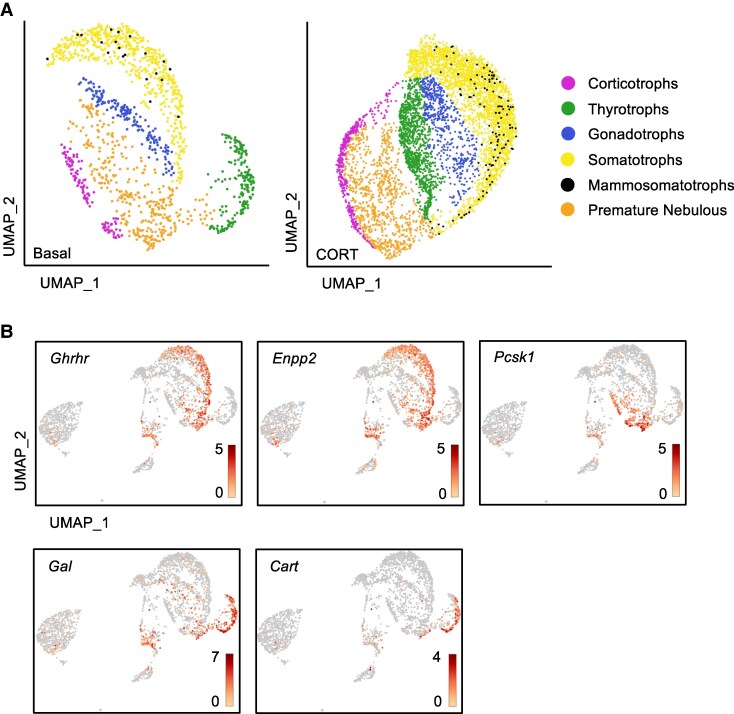
Uniform manifold approximation and projection visualization. (A) Six identified hormone-producing embryonic pituitary cell types based on the transcriptomes of 1437 basal cells and 5707 corticosterone-treated cells. Cells are colored by Loupe clustering and annotated by cell types (each point represents a single cell). (B) Expression level and distribution pattern of potential cell markers for somatotrophs (*Ghrhr* and *Enpp2*), corticotrophs (*Pcsk1*), and gonadotrophs (*Gal* and *Cart*). Expression levels are shown through the intensity of the red color scale. Cells in gray indicate no detection of the selected gene. Abbreviations: *Cart*, cocaine- and amphetamine-regulated transcript; *Enpp2*, ectonucleotide pyrophosphate/phosphodiesterase 2; *Gal*, galanin; *Ghrhr*, growth hormone-releasing hormone receptor; *Pcsk1*, proprotein convertase subtilisin/kexin type 1.

### Characterizing Hormone-producing Cells

Cell populations were determined for each hormone-producing cell cluster (Table 1). 

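The basal counts behind the population shares were 566 somatotrophs, 365 premature nebulous cells, 200 gonadotrophs, 171 thyrotrophs, 113 corticotrophs and 20 mammosomatotrophs among 1435 labelled hormone-producing cells. Somatotrophs made up 36.9% to 42.0% by the exact interval and premature nebulous cells 23.2% to 27.8%. Gonadotrophs made up 12.2% to 15.8%, thyrotrophs 10.3% to 13.7%, and these 2 intervals overlap. Corticotrophs were lower at 6.53% to 9.39%, and mammosomatotrophs lowest at 0.853% to 2.14%.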

The largest basal cell population was the somatotrophs (39.44%), followed by premature nebulous (25.44%), gonadotrophs (13.94%), thyrotrophs (11.92%), corticotrophs (7.87%), and then mammosomatotrophs (1.39%). Most of the cell populations remained relatively similar under CORT treatment, with the exception of somatotrophs, gonadotrophs, and premature nebulous (Table 1). 

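Somatotrophs were 39.4% of the basal and 45.9% of the 5707 CORT hormone-producing cells, 6.43 points higher with CORT (95% interval 3.57 to 9.24). Gonadotrophs were 13.9% and 18.8%, 4.86 points higher (2.73 to 6.85). The premature nebulous share was 25.4% and 16.2%, a difference of -9.28 points (-11.8 to -6.89). Thyrotrophs were 11.9% and 9.30%, a difference of -2.61 points (-4.53 to -0.853), while over all labelled cells the difference was -0.229 points (-1.31 to 0.760). For corticotrophs (7.87% and 7.80%) and mammosomatotrophs (1.39% and 2.07%) the intervals of the difference, -1.73 to 1.40 and -0.148 to 1.31 points, include 0. With only cells that pass the filters stated in the paper, the somatotroph and premature nebulous differences were larger, beyond these intervals. The labels rest on marker mRNAs whose levels themselves differ between the libraries, and cultures were not replicated.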

Somatotrophs and gonadotrophs increased by ∼5% while premature nebulous decreased by ∼9% of all pituitary cells. 

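Among the 1308 basal and 3136 CORT nonendocrine cells, the endothelial share was 52.5% and 62.4%, a difference of 9.91 points (6.72 to 13.1). Proliferating cells were 14.7% and 5.04%, a difference of -9.64 points (-11.8 to -7.65), and red blood cells 6.42% and 2.36%, a difference of -4.06 points (-5.60 to -2.72). Folliculo-stellate cells were 16.1% and 18.6%, a difference of 2.54 points (0.0633 to 4.89). This difference changed sign when only cells that pass the filters stated in the paper were used. White blood cells, at 9.25% and 11.0%, differed by an interval that includes 0 (-0.271 to 3.57 points). As a share of all labelled cells, endothelial cells were lower with CORT, 25.0% and 22.1%, and folliculo-stellate cells, at 7.66% and 6.59%, differed by an interval that includes 0 (-2.23 to 0.0165 points).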

CORT treatment did not affect the nonendocrine cell populations (Table S2) (43). DEGs were identified in all clusters under both basal and CORT-treated conditions (Dataset S1 and S2) (29). 

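*Ghrhr* (growth hormone-releasing hormone receptor) and *Enpp2* (the secreted enzyme autotaxin) were found mainly in somatotrophs, *Pcsk1*, a protease that cleaves prohormones, in corticotrophs, and the neuropeptide genes *Gal* and *Cart* in gonadotrophs. Basal *Ghrhr* was at 396 CPM in somatotrophs, a log2 ratio of 1.90 to the other hormone-producing cells, with a UMI in 47.9% of cells (25.8% after thinning) against 3.25% of background cells. *Enpp2* was at 466 CPM, with a UMI in 70.8% (35.3% after thinning) against 6.84%. *Pcsk1* in basal corticotrophs stood at 523 CPM (log2 ratio 2.46), with a UMI in 77.9% (36.8% after thinning) against 3.25%. In basal gonadotrophs, *Gal* was at 3223 CPM with a UMI in 82.5% (68.6% after thinning) against 7.40%, and *Cart* at 374 CPM (log2 ratio 5.21) with 44.5% (25.2% after thinning) against 1.46%. In the CORT library these genes stayed above background in the same types: *Enpp2* was higher at 866 CPM (log2 ratio to basal 0.89, 0.79 to 1.00), while *Pcsk1* was lower at 253 CPM (-1.05, -1.30 to -0.80), *Cart* at 202 CPM (-0.89, -1.14 to -0.64) and *Gal* at 626 CPM (-2.36).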

Among the hormone-producing cell types, a few DEGs were identified to colocalize with their corresponding known marker genes, including growth hormone releasing hormone receptor (*Ghrhr*) and ectonucleotide pyrophosphate/phosphodiesterase 2 (*Enpp2*) in somatotrophs, proprotein convertase subtilisin/kexin type 1 (*Pcsk1*) in corticotrophs, and galanin (*Gal*) and cocaine- and amphetamine-regulated transcript (*Cart*) in gonadotrophs (Fig. 1B).

To determine the effect of CORT on hormone-producing cell clusters, each cell type from both basal and CORT-treated conditions was extracted and then merged together and reanalyzed for DEGs between treatment groups. Merged results were also visualized through UMAPs (Fig. S6) (20). Two DEGs were identified in both corticotrophs and somatotrophs (Table 2). 

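Corticotrophs and somatotrophs of the CORT library both held more mRNA of *Fkbp5*, a chaperone gene induced by the glucocorticoid receptor. The log2 ratio of CORT over basal was 3.94 in corticotrophs (3.47 to 4.45; 38 and 964 UMIs) and 5.99 in somatotrophs (5.43 to 6.60; 26 and 3346 UMIs). *Glul*, glutamine synthetase, was higher by 2.41 and 4.80, and *Pdk4*, a kinase that restrains pyruvate oxidation, by 1.55 and 2.78. *Tsc22d3*, the glucocorticoid-induced leucine zipper gene, was higher by 1.39 and 1.89. Of the fixed list of glucocorticoid response genes, 7 of the 10 measured in corticotrophs were over 1.5-fold higher and 1 lower (median log2 ratio 1.41), and in somatotrophs 8 of 15 were higher and 1 lower (median 0.72). Both medians exceeded those of all 10000 random lists matched on expression. In corticotrophs the lowest ratios included *Akr1b1*, aldose reductase (-2.82), and *Sst* (-2.47), and the highest *Rbbp8*, a DNA repair factor (4.96, 3.07 to 8.03, from 2 and 103 UMIs). In somatotrophs the lowest included the orphan receptor gene *Gpr149* (-3.05) and *Il1rapl1* (-2.81), and the highest *Ctxn2* (7.00, 4.51 to 12.31, from 1 and 260 UMIs) and *Il13ra2*, an interleukin 13 receptor (4.25).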

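Among corticotrophs, *Cacna2d1* was lower with CORT, at 111 and 60.7 CPM (log2 ratio -0.87, -1.42 to -0.33). *Hnrnpr*, an RNA-binding protein, was at 319 and 274 CPM (-0.22, -0.50 to 0.07), a difference within counting error. In somatotrophs, the neuropeptide gene *Npy* was higher with CORT, at 268 and 3111 CPM (3.53, 3.41 to 3.66), and *Nsg1*, which acts in endosomal sorting, lower at 930 and 630 CPM (-0.56, -0.65 to -0.47). The shares of cells with a UMI were 37.2% and 11.7% for *Cacna2d1* (10.9% and 5.79% after thinning), against 32.7% and 15.7% of the more deeply read background cells (5.67% and 4.74% after thinning). For *Hnrnpr* they were 77.0% and 37.5% (28.6% and 22.3% after thinning), against 84.3% and 62.7% of background cells (26.0% and 26.2% after thinning), which may express it themselves. *Npy* was found in 11.0% and 60.2% of somatotrophs (6.25% and 54.5% after thinning), against 13.1% and 41.5% of background cells (3.77% and 18.6% after thinning), and its background level was 69.6 and 327 CPM. *Nsg1* was found in 92.6% and 55.9% of somatotrophs (59.2% and 45.1% after thinning), against 19.7% and 17.5% of endothelial cells.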

In response to CORT, calcium voltage-gated channel auxiliary subunit alpha2delta (*Cacna2d1*) and heterogeneous nuclear ribonucleoprotein R (*Hnrnpr*) were upregulated corticotrophs, and neuropeptide Y (*Npy*) and neuron vesicle trafficking associated 1 (*Nsg1*) were upregulated in somatotrophs. 

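In gonadotrophs and thyrotrophs, *Fkbp5* was higher with CORT by log2 ratios of 4.22 (3.59 to 4.94) and 5.90 (5.02 to 6.97). *Lhfpl5*, a tetraspan membrane protein, was higher by 3.88 and 4.11, *Adamts1*, a secreted metalloproteinase, by 2.27 and 2.90, and *Mylip*, a ubiquitin ligase of the LDL receptor, by 2.03 and 2.31. *Kcnip4*, a potassium channel subunit, was lower by -1.43 and -2.23, *Mid1ip1*, a regulator of lipid synthesis, by -1.21 and -1.48, and *Uchl1*, a neuronal deubiquitinase, by -1.10 and -1.36. The hormone mRNAs were lower too, *Fshb* in gonadotrophs by -0.93 (-0.98 to -0.87) and *Tshb* in thyrotrophs by -2.26 (-2.40 to -2.12). Of the glucocorticoid response genes measured, 7 of 11 in gonadotrophs and 6 of 10 in thyrotrophs were over 1.5-fold higher and none was lower by as much (medians 0.77 and 1.26). In mammosomatotrophs, with 20 basal cells, *Npy* was higher by 5.49 (3.62 to 8.54, from 2 and 276 UMIs) and the small heat shock protein gene *Hspb1* lower by -1.88. In cortico-somatotrophs, *Fkbp5* was higher by 5.28 (68 and 2753 UMIs), and 11 of 15 glucocorticoid response genes were over 1.5-fold higher and 1 lower (median 1.31). The lowest ratios there included *Pkib*, an inhibitor of protein kinase A (-2.02), and the highest *Nptx2*, a secreted pentraxin (4.76).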

No DEGs were identified in gonadotrophs, thyrotrophs, mammosomatotrophs, and cortico-somatotrophs (cells within the premature nebulous coexpressing *Gh* and *Pomc*).

**Table 2.** Differentially expressed genes of different hormone-producing cell types in response to corticosterone treatment on day 11 chicken embryonic pituitary cells

Cell type	Gene	*P*-value	log_2_FC	pct.1	pct.2	adj.*P*
Corticotrophs	*Cacna2d1*	8.8E-07	−0.32	0.190	0.704	.0018
Corticotrophs	*Hnrnpr*	5.6E-06	−0.26	0.458	0.965	.011
Somatotrophs	*Npy*	1.2E-07	0.32	0.604	1.000	.00023
Somatotroph	*Nsg1*	8.5E-07	−0.25	0.576	0.935	.0017

pct.1 is the proportion of cells that express the gene under basal conditions, and pct.2 is the proportion of cells that express the gene under corticosterone-treated conditions. No differentially expressed genes were identified for gonadotrophs, thyrotrophs, mammosomatotrophs, and cortico-somatotrophs. Adj.*P* or q < .05.

Abbreviations: adj.*P*, adjusted *P*-value; *Cacna2d1*, calcium voltage-gated channel auxiliary subunit α2delta; *Hnrnpr*, heterogeneous nuclear ribonucleoprotein R; *Npy*, neuropeptide Y; *Nsg1*, neuron vesicle trafficking associated 1.

### Heterogeneity among Pituitary Somatotrophs

The gene expression profiles in somatotrophs were further characterized. A Venn diagram was generated revealing the percent of somatotrophs expressing pituitary-specific transcription factor 1 (*Pou1f1*) and select hypophysiotropic factor receptors, including *Ghrhr*, thyrotropin-releasing hormone receptor (*Trhr*), and somatostatin receptor 2 (*Sstr2*) (Fig. 2). 

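*Pou1f1*, the transcription factor of the somatotroph, lactotroph and thyrotroph lineage, was found without a UMI of the receptors *Ghrhr*, *Trhr* or *Sstr2* in 45.6% of the 566 basal somatotrophs (41.4% to 49.8%). *Pou1f1* together with *Ghrhr* alone was found in 42.6% (38.5% to 46.8%), and with *Ghrhr* and *Trhr* in 3.36%. *Ghrhr* without *Pou1f1*, *Trhr* or *Sstr2* was found in 1.06%, and none of the 4 genes in 2.65%. *Pou1f1* UMIs were present in 96.1% of basal somatotrophs (78.3% after thinning), against 13.2% of background cells (3.05% after thinning).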

Under basal conditions, ∼50% of the somatotrophs were expressing only *Pouf1f1*, and another ∼40% of the somatotrophs were expressing both *Pouf1f1* and *Ghrhr*. 

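In the 2618 CORT somatotrophs, *Pou1f1* without the 3 receptors was found in 46.3% (44.3% to 48.2%) and *Pou1f1* with *Ghrhr* alone in 24.7% (23.1% to 26.4%). None of the 4 genes was found in 22.7%, and *Ghrhr* alone in 4.47%. The *Ghrhr* level differed little between libraries, at 374 CPM with CORT (log2 ratio to basal -0.08, -0.21 to 0.04), and its thinned share was 23.3%, beside 4.46% of background cells as deposited. *Pou1f1* was lower, with a log2 ratio of -0.52 (-0.58 to -0.46), and was found in 72.5% of cells (63.6% after thinning), against 15.6% of background cells. After thinning, the difference between libraries in the share with *Pou1f1* and *Ghrhr* alone was -3.47 points.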

Following CORT treatment, the percent of somatotrophs expressing *Pouf1f1* alone remained unchanged; however, the population of somatotrophs coexpressing *Pouf1f1* and *Ghrhr* under basal conditions decreased by about 50%. 

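*Trhr*, the receptor of thyrotropin-releasing hormone, had a UMI in 7.24% of basal and 1.76% of CORT somatotrophs (2.12% and 1.02% after thinning), against 0.561% and 0.379% of background cells. Its level was 21.1 and 11.6 CPM, a log2 ratio of -0.86 (-1.49 to -0.22). *Sstr2*, a somatostatin receptor, was found in 5 basal and 2 CORT somatotrophs (0.883% and 0.0764%), a log2 ratio of -2.34 (-5.73 to 0.27), and in 0 and 0.0421% of background cells.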

There were little to no somatotrophs expressing *Trhr* and *Sstr2* under either condition. 

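*Gh* mRNA per somatotroph was higher in the CORT library. The mean of log2(UMI count + 1) was 3.58 in the 566 basal somatotrophs and 5.42 in the 2618 CORT somatotrophs (SD over cells 2.74 and 1.95), and the median count was 11.5 and 60.5 UMIs. No *Gh* UMI was found in 18.0% of basal and 0.115% of CORT somatotrophs. Among cells with at least 3 *Gh* UMIs in both libraries (364 and 2545 cells), the difference in mean log2 was 0.28. That difference is of counts at unequal depth. The log2 CPM ratio in these cells was 1.29, and with the minimum applied after thinning the difference in mean log2 was 1.04. The log2 ratio of the summed levels over all somatotrophs was 1.81 (1.80 to 1.83). Over all 3 of the labelled blood and endothelial types the level was higher as well, with log2 ratios of 4.26 in red blood, 3.19 in white blood and 3.35 in endothelial cells.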

The expression of *Gh* was determined, and there was no difference in average mRNA levels between treatments (Fig. 3A). However, when the percent of somatotrophs were separated by expression levels, it revealed a linear decreasing trend (R^2^ = 0.7458) where most of the somatotrophs were expressing low levels of GH (Fig. 3B). 

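In basal somatotrophs, low *Gh* counts were the most common, with 44.9% of cells at 0 to 6 UMIs and 24.2% at 63 or more. Over the 10 expression bins, a straight line through the share of cells per bin had a slope of -1.51 percentage points per bin and an R2 of 0.746.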

CORT treatment increased *Gh* expression levels, but, different from the basal somatotrophs, CORT-treated somatotrophs revealed a polynomial increasing trend (R^2^ = 0.6145) (Fig. 3B). These results suggest a heterogeneity within the somatotroph population, where somatotrophs express vastly different levels of *Gh* mRNA. 

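In CORT somatotrophs, the share of cells at 0 to 6 *Gh* UMIs was 16.0% and the share at 63 or more was 49.2%. A second-order polynomial over the 10 bins had an R2 of 0.615, and a straight line 0.0414. Somatotrophs held the highest *Gh* level of all labelled types in both libraries, and cells that do not make growth hormone also held *Gh* UMIs, at 445 CPM in basal and 8511 CPM in CORT red blood cells and at 364 and 3719 CPM in endothelial cells. The paper proposes from the spread over expression bins that the somatotroph population is heterogeneous in *Gh* expression.

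**Figure D1:**
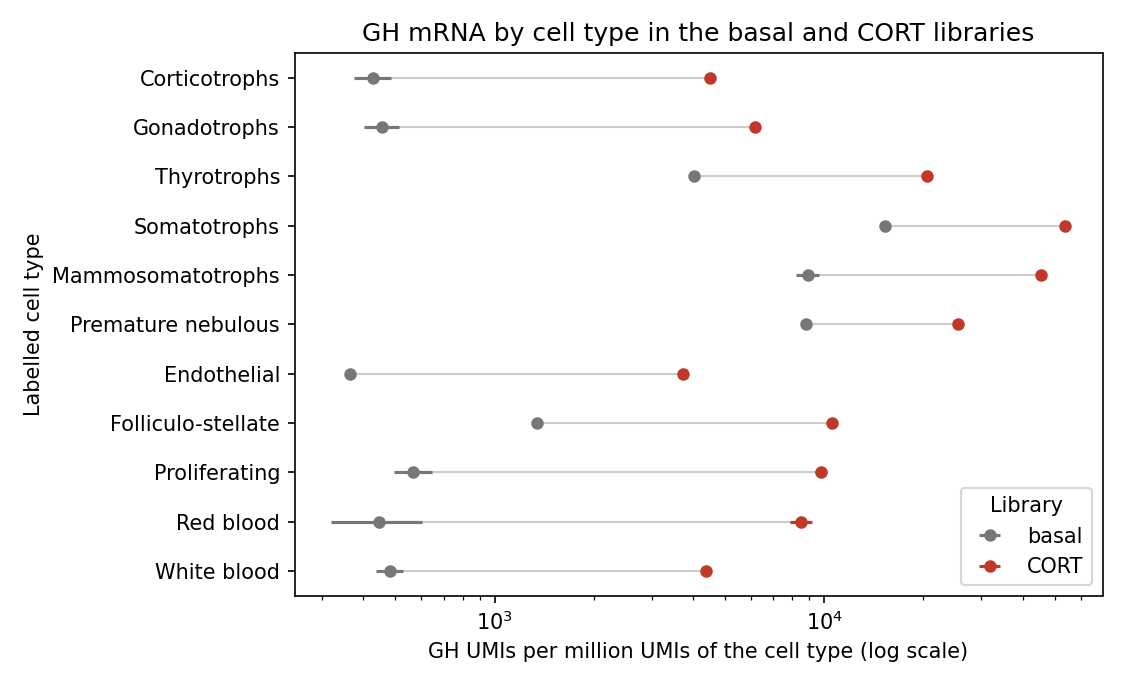
*Gh* CPM (log scale) of each labelled cell type in the basal (gray) and CORT (red) libraries, with exact 95% Poisson intervals as bars where wider than the points. *Gh* was higher in the CORT library in every type drawn, and highest in somatotrophs in both.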

The heterogeneity can also be visualized through the distribution of the *Gh* gene at different threshold minimums (Fig. S7) (20).

**Figure 2.**
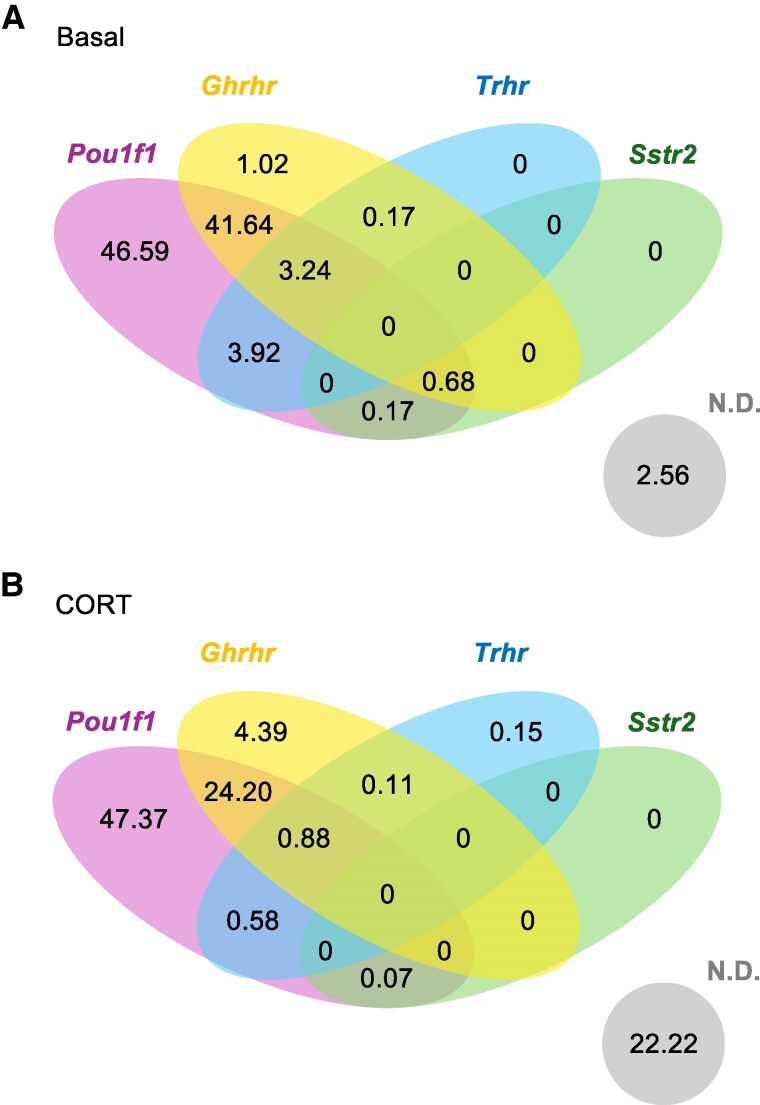
Venn diagram showing percentages of *Pou1f1*, *Ghrhr*, *Trhr,* and *Sstr2* expressing cells (≥log_2_1) in the somatotroph cluster for basal (A) and corticosterone-treated (B) day 11 chicken embryonic pituitary cells. Abbreviations: *Ghrhr*, growth hormone-releasing hormone receptor; N.D., not detected; *Pou1f1*, pituitary-specific transcription factor 1; *Sstr2*, somatostatin receptor 2; *Trhr*, thyrotropin-releasing hormone receptor.

**Figure 3.**
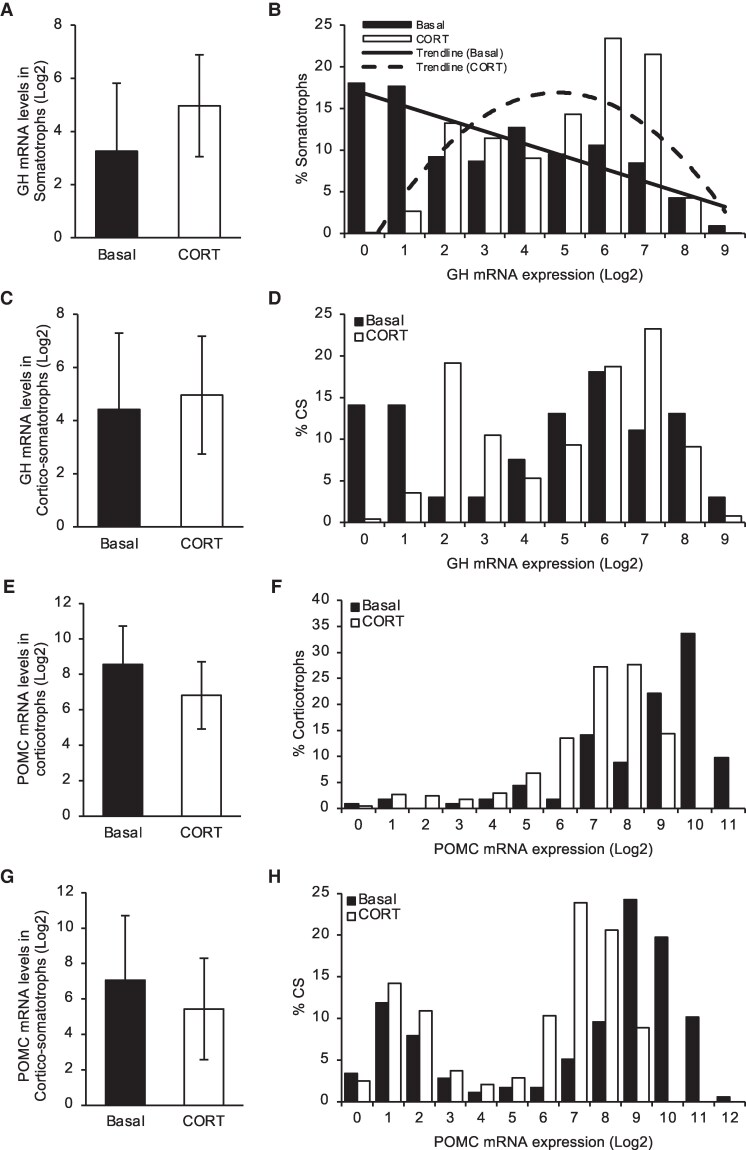
Somatotrophs, corticotrophs, and cortico-somatotrophs from embryonic day 11 chicken pituitary cells exhibited changes in mRNA levels following CORT treatment. (A and B) Somatotrophs revealed a shift in levels of *Gh* mRNA levels. (A) Average *Gh* levels shown in means +/− SE. (B) Percent of somatotrophs expressing different levels of *Gh*. A linear trendline (R^2^ = 0.7458) best fit the basal dataset, and a polynomial trendline (R^2^ = 0.6145) best fit the CORT-treated dataset. (E and F). Corticotrophs revealed a shift in *Pomc* mRNA. (E) Average *Pomc* levels shown in means +/− SE. (F) Percent of corticotrophs expressing different levels of *Pomc*. (C, D, G, and H) CS revealed shifts in levels of both *Gh* and *Pomc*. (C and G) Average mRNA levels of *Gh* (A) and *Pomc* (C) shown in means +/− SE. (D and H) Percent of CS expressing different levels of *Gh* (D) and *Pomc* (H). Abbreviations: CORT, corticosterone; CS, cortico-somatotroph; *Gh*, growth hormone; *Pomc*, proopiomelanocortin.

### Lineage Defining Transcription Factors

The expression of transcription factors involved in hormone-producing cell differentiation was investigated. Neuronal differentiation 1 (*Neurod1*) was largely expressed in all the hormone-producing cells, while *Neurod4* was not expressed in any cell type (Fig. S8A) (20). 

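*Neurod1*, a basic helix-loop-helix transcription factor of neural and endocrine cells, had UMIs in every hormone-producing type. In the basal library it was found in 22.1% of corticotrophs (5.22% after thinning), 12.5% of gonadotrophs, 26.9% of thyrotrophs, 31.1% of somatotrophs (10.8% after thinning) and 42.2% of premature nebulous cells, against 3.70% of background cells (0.506% after thinning). No UMI of *Neurod4* was found in either library in any hormone-producing type, and 0 of the 566 basal somatotrophs allows a share of cells with a UMI of up to 0.530%, which does not limit the share of cells that express the gene.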

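*Tbx19*, the T-box factor that drives *Pomc* transcription, was highest in corticotrophs at 43.0 CPM in the basal library, with a UMI in 17.7% of cells (4.55% after thinning). It was found in 7.12% of premature nebulous cells, at 8.52 CPM, and in 0.336% of background cells. *Tbx20* was found in 16.4% of basal thyrotrophs (4.45% after thinning) and 7.50% of gonadotrophs, and also in 14.5% of the more deeply read premature nebulous cells, against 1.01% of background cells.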

T-box transcription factor 19 (*Tbx19*) was expressed mostly in the corticotrophs with minimal expression localized in the premature nebulous, and *Tbx20* expression was localized more in the thyrotrophs and gonadotrophs (Fig. S8B) (20). 

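*Nr5a1* was at 301 CPM in basal gonadotrophs, with a UMI in 47.5% of cells (24.7% after thinning), against 1.68% of background cells, and at 19.1 CPM in folliculo-stellate cells, the next highest type. *Nr5a2*, a related nuclear receptor, was found in 3.36% of basal somatotrophs (0.978% after thinning) and 0.224% of background cells.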

Steroidogenic factor 1 (*Nr5a1*) was expressed in the gonadotrophs, and liver receptor homolog-1 (*Nr5a2*) was scarcely expressed in the somatotroph population (Fig. S8C) (20). 

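*Foxo1*, a forkhead factor controlled by insulin signaling, had a UMI in 23.0% of basal corticotrophs (6.69% after thinning), 11.8% of somatotrophs (3.99% after thinning) and 25.2% of premature nebulous cells. Endothelial cells held *Foxo1* at 86.9 CPM with a UMI in 57.9% of cells, so they give no background for it; white blood cells had a UMI in 2.48% (0.252% after thinning) and red blood cells in 7.14% (6 of 84 cells).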

Forkhead box protein O1 (*Foxo1*) was found in somatotroph, corticotroph, and the premature nebulous clusters (Fig. S8D) (20). *Foxp2* was found in thyrotrophs and gonadotrophs (Fig. S8D) (20). 

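*Foxp2*, another forkhead factor, was highest in basal gonadotrophs at 118 CPM and next in thyrotrophs at 77.8 CPM. It had a UMI in 26.5% of gonadotrophs (10.7% after thinning) and 24.6% of thyrotrophs (7.96% after thinning), against 6.73% of background cells.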

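In the CORT library, *Neurod1* was close to its basal level in corticotrophs (log2 ratio -0.08) and thyrotrophs (-0.02) and lower in somatotrophs (-0.40, -0.63 to -0.17), where 13.2% of cells had a UMI (8.77% after thinning) against 2.99% of background cells. *Tbx19* in corticotrophs was found in 4.94% of cells (2.72% after thinning), with a log2 ratio of -0.85 whose interval reaches 0 (-1.75 to 0.05). *Tbx20* in thyrotrophs was lower by -3.26 (-5.22 to -1.75), with a UMI in 0.753% of cells beside 0.337% of background cells. *Nr5a1* in gonadotrophs was lower by -0.88 (-1.15 to -0.60) and found in 19.2% of cells (14.2% after thinning) beside 1.77% of background cells, and *Nr5a2* in somatotrophs had a log2 ratio of -3.76 (-6.15 to -2.004), from 19 basal and 3 CORT cells with a UMI. *Foxo1* was lower in corticotrophs by -1.64 (-2.58 to -0.74) and not in somatotrophs (0.17). *Foxp2* was lower by -0.84 in gonadotrophs and by -1.70 (-2.48 to -0.96) in thyrotrophs, with a UMI in 9.32% and 4.14% of cells (6.71% and 2.51% after thinning) beside 3.70% of background cells.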

Similar expression levels and distributions were observed in CORT-treated cells (Fig. S8) (20).

### Cortico-somatotrophs Are a Multihormone-producing Cell Type

The premature nebulous cluster was dissected to determine the percentage of cells expressing *Pomc*, *Gh*, *Fshb*, and *Tshb* (Fig. 4). 

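In the premature nebulous cells of the basal library, 89.9% had a *Pomc* UMI, 77.3% a *Gh* UMI, 21.4% an *Fshb* UMI and 20.3% a *Tshb* UMI. After thinning these shares were 66.7%, 57.5%, 11.9% and 9.73%. The share of background cells with an *Fshb* or *Tshb* UMI was lower than this, while most background cells had a *Pomc* UMI.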

The population of cells expressing *Fshb* or *Tshb* were low compared to cells expressing *Pomc* or *Gh*. 

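A UMI of both *Pomc* and *Gh* was found in 71.0% of the basal premature nebulous cells (66.0% to 75.6%), and in 46.3% no *Fshb* or *Tshb* UMI was present besides. Thinned to equal depth, 43.1% had both. With a minimum set above the 95th percentile of background cells (over 6 *Pomc* and over 3 *Gh* UMIs), 40.3% had both, and with at least 15 UMIs of each, 35.9% had both. Among endothelial cells, 1.02% (7 of 687) reached 15 UMIs of both. The cells with at least 15 UMIs of both were deep, and 70.1% of those with 5000 or more UMIs had a UMI of *HINTW*, a gene of the female W chromosome, against 47.7% of endothelial cells, 62.3% of the other premature nebulous cells, 45.8% of somatotrophs, 43.8% of corticotrophs, 55.1% of thyrotrophs, 60.7% of white blood cells and 82.2% of folliculo-stellate cells of that depth.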

A large population of cells was identified to concurrently express both *Pomc* and *Gh* (∼30%). This cell population was named the cortico-somatotrophs. There was no apparent CORT effect on the percentage of cells expressing the genes for each major endocrine hormone within the premature nebulous cluster.

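In the CORT library, 96.1% of the premature nebulous cells had a *Pomc* UMI, 99.3% a *Gh* UMI, 17.1% an *Fshb* UMI and 7.92% a *Tshb* UMI (84.1%, 94.7%, 10.2% and 3.92% after thinning). Both *Pomc* and *Gh* were found in 95.4% (93.9% to 96.7%), but also in 89.3% of endothelial, 88.7% of white blood and 86.5% of red blood cells of that library. Above the 95th percentile of background cells, which was 8 UMIs for *Pomc* and 79 for *Gh*, 25.8% had both, and with at least 15 UMIs of each, a minimum chosen after the data were seen, 36.6% (35.9% in the basal library). By level, *Gh* in these cells was higher with CORT (log2 ratio 1.53), *Pomc* lower (-0.41), *Fshb* lower (-0.50) and *Tshb* lower (-2.32).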

**Figure 4.**
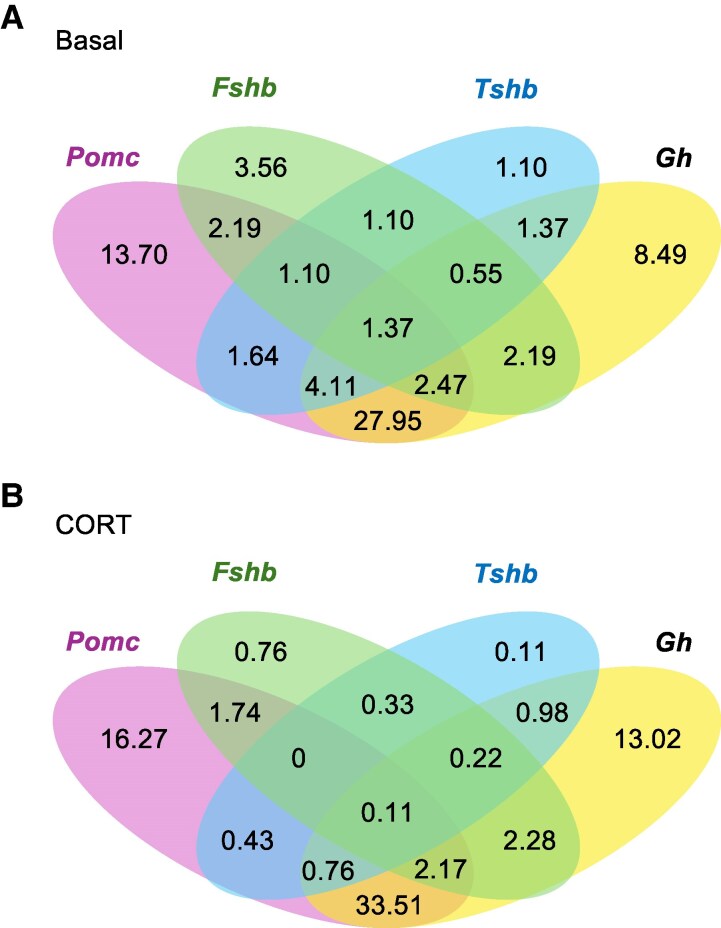
Venn diagram showing percentages of *Pomc*, *Fshb*, *Tshb*, and *Gh* expressing cells in the premature nebulous cluster for basal (A) and corticosterone-treated (B) day 11 chicken embryonic pituitary cells. Cells in the premature nebulous cluster may express more than 1 hormone producing cell marker genes. Abbreviations: *Fshb*, FSH subunit β; *Gh*, growth hormone; *Pomc*, proopiomelanocortin; *Tshb*, TSH subunit β.

We further isolated the premature nebulous population and then reclustered these cells and generated UMAPs for visualization (Fig. S9A) (20). Two nondistinct cell clusters were shown under basal conditions, and the cortico-somatotrophs were largely distributed in cluster 1 (Fig. S9B) (20). 

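Reclustering the 365 basal premature nebulous cells into 2 clusters gave one of 239 cells with *Pomc* at 38664 CPM and *Gh* at 5445 CPM, and one of 126 cells in which *Pomc* was 105563 CPM and *Gh* 15654 CPM. The smaller cluster held 44.0% of the cortico-somatotrophs and 80.4% of the narrower set of 102 cells. When *Gh* and *Pomc* were left out of the clustering genes, 45.9% of the cortico-somatotrophs and again 80.4% of the narrower set fell in the cluster with more *Gh* and *Pomc* (132 cells).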

The distribution of basal cortico-somatotrophs was similarly reflected in both *Gh* and *Pomc* mRNA expressions (Fig. S9C) (20). The DEGs in clusters 1 and 2 were identified (Table S3) (43). With CORT treatment, 3 clusters were revealed, and the clusters were more distinctly separated compared to the clusters seen under basal conditions (Fig. S9A) (20). Out of the 3 clusters, cortico-somatotrophs were distributed across cluster 2 and half of cluster 1 (Fig. S9B) (20). The distribution of CORT-treated cortico-somatotrophs was similarly reflected in *Gh* mRNA expression. Interestingly, *Pomc* mRNA was not only found in the cortico-somatotrophs but also across the rest of cluster 1 (Fig. S9C) (20). 

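Reclustering the 922 CORT premature nebulous cells into 3 clusters gave 265 cells low in both hormones (*Pomc* 3506 CPM, *Gh* 7876 CPM), 242 cells high in *Gh* (33555 CPM) with *Pomc* at 26240 CPM, and 415 cells high in *Pomc* (81956 CPM) with *Gh* at 26574 CPM. Cortico-somatotrophs with at least 1 UMI of both were spread over all 3, at 27.3%, 25.9% and 46.8%. Of the narrower set of 309 cells, 0.647% were in the first, 25.2% in the next and 74.1% in the *Pomc*-high cluster. Without *Gh* and *Pomc* among the clustering genes, the narrower set was split 1.29%, 35.0% and 63.8% over the corresponding clusters, so the division did not rest on the 2 hormone genes alone.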

The DEGs in clusters 1 and 3 were identified (Table S3) (43). No significant DEGs were identified in cluster 2.

The cortico-somatotrophs were further characterized by comparing this cell population to both the corticotrophs and somatotrophs. 

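Basal cortico-somatotrophs lay between corticotrophs and somatotrophs in the mRNA of *Pomc*, *Pcsk1*, *Ghrhr* and *Enpp2*. *Pomc* was at 68928 CPM in cortico-somatotrophs, and at 1002 CPM in somatotrophs and 480 CPM in gonadotrophs and thyrotrophs together. *Pcsk1* was at 198 CPM, against 10.0 CPM in somatotrophs. *Ghrhr* stood at 170 CPM, against 10.7 CPM in corticotrophs, and *Enpp2* at 207 CPM, against 26.9 CPM in corticotrophs. Of the corticotroph side, *Calb2*, a calcium-binding protein, was at 3594 CPM in cortico-somatotrophs, 7012 in corticotrophs and 1812 in somatotrophs, and *Rgs2*, a regulator of G protein signaling, at 390, 641 and 257 CPM. Of the somatotroph side, *Rab3c*, a GTPase of secretory vesicles, was at 614 CPM in cortico-somatotrophs, 1030.2 in somatotrophs and 147 in corticotrophs, and *Cpe*, carboxypeptidase E, at 843, 1212 and 473 CPM. *Rab3b* and *Epas1*, which the paper also lists on the somatotroph side, were higher in basal corticotrophs (308 and 342 CPM) than in somatotrophs (258 and 231). With CORT, *Rasl11a* was at 386 CPM in cortico-somatotrophs, 957 in corticotrophs and 43.0 in somatotrophs, and *C11orf96* at 4298, 8745 and 1871 CPM. The genes listed on the somatotroph side with CORT were higher in corticotrophs. In the same order, *Npy* was at 2702, 3207 and 3111 CPM, *ENSGALG00000033925* at 464, 712 and 358, and *Tubb3* at 496, 567 and 434.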

Common DEGs were shared between cell types, including *Pomc* and *Pcsk1* compared to corticotrophs and *Ghrhr* and *Enpp2* compared to somatotrophs (Table 3). There were also genes shared among all 3 cell populations, including neuronal vesicle trafficking associated 2 (*Nsg2*) and serpin family I member 1 (*Serpini1*) (Table 3). 

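*Nsg2*, a paralog of *Nsg1*, was at 295 CPM in basal cortico-somatotrophs, 598 in corticotrophs, 201 in somatotrophs and 144 in gonadotrophs and thyrotrophs together. *Serpini1*, which encodes the protease inhibitor neuroserpin, was at 370, 514, 269 and 242 CPM in the same order. In the CORT library, *Nsg2* was at 1027 CPM in cortico-somatotrophs, 1306 in corticotrophs and 635 in somatotrophs, and *Serpini1* at 174, 184 and 118 CPM, beside 153 CPM in gonadotrophs and thyrotrophs.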

Using genes for receptors that have been well described to be unique for corticotrophs and somatotrophs, the population of cortico-somatotrophs expressing these genes were compared to the corticotrophs and somatotrophs (Table 4). 

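*Nr3c1*, the glucocorticoid receptor gene (*Gr*), was at 118 CPM in basal corticotrophs, with a UMI in 41.6% of cells (11.6% after thinning), against 4.82% of background cells (0.492% after thinning). *Crh-r1*, the receptor through which CRH acts on corticotrophs, was at 46.5 CPM with a UMI in 17.7% (4.37% after thinning), against 0.224% of background cells.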

Under basal conditions, genes for glucocorticoid receptor (*Gr*) and corticotropin-releasing hormone receptor 1 (*Crh-r1*) were expressed in subpopulations of the corticotrophs. In the somatotrophs, *Gr* was also found to be expressed but at a lower percent population, whereas *Ghrhr* was expressed in a higher percent population. 

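In basal somatotrophs, *Nr3c1* had a UMI in 12.0% of cells (3.66% after thinning), above background and below the share in corticotrophs at either depth. For *Crh-r1* it was 0.177% (1 cell). *Ghrhr* was the most widely found of these receptors in somatotrophs, and in corticotrophs its share was 3.54% (0.891% after thinning), beside 3.25% of background cells (0.345% after thinning).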

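In the 259 basal cortico-somatotrophs, *Nr3c1* was found in 40.9% of cells (5.72% after thinning), *Crh-r1* in 8.11% and *Ghrhr* in 56.4% (14.4% after thinning). In the narrower set of 102 cells the shares were 50.0% (7.58% after thinning), 10.8% (1.05%) and 70.6% (18.1%). At equal depth each of these shares lay between those of corticotrophs and somatotrophs.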

Similar to both cell types, *Gr*, *Crh-r1*, and *Ghrhr* were expressed in cortico-somatotrophs, and the percent population of cortico-somatotrophs expressing these genes was at a comparable level to either the corticotrophs or somatotrophs. 

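With CORT, *Nr3c1* in corticotrophs was at 18.4 CPM, a log2 ratio of -2.68 (-3.54 to -1.89), and found in 3.82% of cells (1.83% after thinning), against 2.40% of background cells (0.611% after thinning). *Crh-r1* was lower by -4.42 (-7.54 to -2.43) and found in 0.449% of cells, 2 of 445 (0.195% after thinning), against 0.0421% of background cells.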

After CORT treatment, the population of corticotrophs expressing *Gr* and *Crh-1* were significantly reduced compared to basal conditions. Populations of somatotrophs expressing *Gr* and *Ghrhr* were also reduced in response to CORT. Similarly, comparable decreases in cortico-somatotrophs expressing *Gr*, *Crh-r1*, and *Ghrhr* were observed. 

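*Nr3c1* in CORT somatotrophs was lower by a log2 ratio of -1.25 (-1.75 to -0.75), with a UMI in 2.44% of cells (1.56% after thinning), against 2.40% of the more deeply read background cells (0.611% after thinning). *Ghrhr* was found in 30.2% of CORT somatotrophs as deposited, while its CPM differed by less than counting error between the libraries, so no order is read from that share.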

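In CORT cortico-somatotrophs, *Nr3c1* was found in 5.00% of cells (1.53% after thinning) and was lower by a log2 ratio of -1.95 (-2.46 to -1.48). *Crh-r1* was found in 0.568% and was lower by -2.44 (-4.18 to -1.03). *Ghrhr* was found in 24.7% (10.2% after thinning), with a log2 ratio of -0.16 whose interval includes 0 (-0.36 to 0.03). In the narrower set of 309 cells, *Nr3c1* was lower by -2.22 (-2.96 to -1.54) and *Ghrhr* stood at 42.1% of cells (17.1% after thinning) with a log2 ratio of 0.07 (-0.20 to 0.35).

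**Figure D2:**
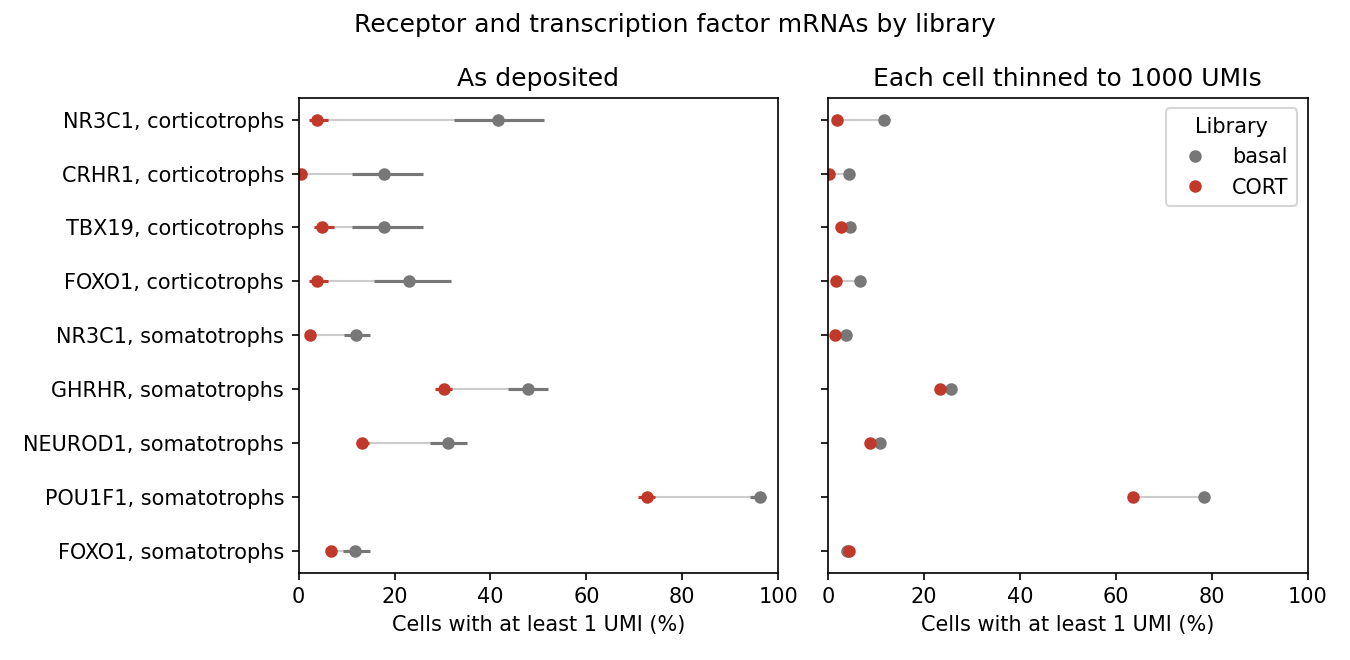
Share of corticotrophs or somatotrophs with at least 1 UMI (horizontal axis, %) of each gene in the basal (gray) and CORT (red) libraries, as deposited on the left with exact 95% intervals as bars, and after thinning each cell to 1000 UMIs on the right. Most differences between libraries are smaller on the right, and that of *Foxo1* in somatotrophs changes sign.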

There was no significant detection of *Crh-r2* and *sstr2* in any of the 3 cell types under either condition. 

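*Crh-r2* was found in 2.65% of basal and 0.449% of CORT corticotrophs, 1.41% and 1.15% of somatotrophs, and 16 of the 259 basal and 29 of the 880 CORT cortico-somatotrophs (0.467% and 0.941% after thinning), while its CPM was higher with CORT in the last (log2 ratio 1.02, 0.15 to 1.95), so no order is read from the shares. It was more widely found in endothelial cells (24.2% and 7.56%) and thyrotrophs (16.4% and 12.6%). *Sstr2* had a UMI in 0.772% of basal and 0.114% of CORT cortico-somatotrophs and in none of the 113 basal or 445 CORT corticotrophs, which allows shares of cells with a UMI of up to 2.65% and 0.674%.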

Genes for transcription factors involved in cell-specific differentiation of corticotrophs and somatotrophs were also examined (Table 5). 

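*Pou1f1* (*Pit1*) was found in 15.0% of basal corticotrophs (5.42% after thinning), beside 13.2% of the more deeply read background cells (3.05% after thinning). The exact intervals of the shares in 113 cells were wide, 14.9% to 30.9% for *Neurod1*, 11.2% to 26.0% for *Tbx19* and 15.6% to 31.9% for *Foxo1*.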

Under basal conditions, a portion of corticotrophs were expressing *Neurod1* (22.12%), *Tbx19* (17.70%), *Foxo1* (23.00%), and *Pit1* (15.04%). A portion of the somatotrophs were also expressing *Neurod1* (31.10%), *Foxo1* (11.84%), and *Pit1* (96.11%). 

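In the 259 basal cortico-somatotrophs, *Pou1f1* was found in 88.8% of cells (47.6% after thinning), *Neurod1* in 44.8% (6.89% after thinning), *Foxo1* in 31.3% (3.88% after thinning) and *Tbx19* in 7.72% (0.771% after thinning). In the narrower set of 102 cells the shares were 96.1% (51.5%), 40.2% (5.62%), 40.2% (5.37%) and 12.7%. At equal depth, *Pou1f1*, *Neurod1* and *Tbx19* in the narrower set lay between corticotrophs and somatotrophs, and so did *Foxo1*.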

In cortico-somatotrophs, the cell population expressing these genes were comparable to either the corticotrophs or somatotrophs. With CORT treatment, the population of corticotrophs and somatotrophs expressing their corresponding genes were all reduced but at various levels (Table 5). 

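*Foxo1* was found in 3.82% of CORT corticotrophs (1.70% after thinning) and 6.65% of CORT somatotrophs (4.32% after thinning). *Pou1f1* was found in 11.5% of CORT corticotrophs (6.30% after thinning), with a log2 ratio to basal of 0.08, beside 6.10% of thinned background cells. *Neurod1* was found in 9.44% of CORT corticotrophs. Thinned to equal depth, the shares in somatotrophs differed between libraries by 0.321 points for *Foxo1* and -14.7 points for *Pou1f1*.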

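In the 880 CORT cortico-somatotrophs, *Pou1f1* was found in 58.5% of cells (35.2% after thinning), with a log2 ratio to basal of -0.25, and *Foxo1* in 6.14% (1.84% after thinning), with a log2 ratio of -0.92. *Neurod1* was found in 20.7% (7.72% after thinning) and *Tbx19* in 3.52% (1.20% after thinning), with log2 ratios of 0.19 and 0.48, so their lower shares as deposited go against the CPM and no order is read from them. In the narrower set of 309 cells, *Pou1f1* was found in 85.8% (49.2% after thinning), with a log2 ratio of -0.03 (-0.17 to 0.10).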

Similar reductions in cortico-somatotrophs expressing these genes were also observed.

**Table 3.** Shared DEGs between CS and corticotrophs or somatotroph cell clusters under basal and CORT-treated embryonic day 11 chicken pituitary cells, relative to all other cell types

Cell clusters	DEGs (basal)	DEGs (CORT)
CS and corticotrophs	*Pomc*, *Pcsk1*, *Calb2*, *Gpx3*, *Rgs2*, *Nsg2*,*^a^ Serpini1*,*^a^ ENSGALG00000035599*, *ENSGALG00000006300*	*Pomc*, *Rasl11a*, *C11orf96*, *Rasd1*, *Nsg2*, *Rgs2*, *Tesc*, *Glul*
CS and somatotrophs	*Ghrhr*, *Enpp2*, *ENSGALG00000000249*, *Rab3c*, *Pkib*, *Olfm1*, *Ank3*, *Scg5*, *Rab3b*, *Nsg2*,*^a^Serpini1*,*^a^ Epas1*, *Scg3*, *Cpe*	*Npy*, *ENSGALG00000033925*, *Tubb3*

Abbreviations: CORT, corticosterone; CS, cortico-somatotroph; DEG, differentially expressed gene.

^*a*^DEGs shared between all 3 cell types.

**Table 4.** Cortico-somatotrophs characterized based on genes for receptors unique to corticotrophs and somatotrophs, individually

	Genes	Corticotrophs		Somatotrophs		Cortico-somatotrophs	
		# Cells	% Pop.	# Cells	% Pop.	# Cells	% Pop.
Basal	*Gr*	47	41.59	68	12.01	50	49.51
	*Crh-r1*	20	17.70	1	0.18	11	10.89
	*Crh-r2*	3	2.65	8	1.41	4	3.96
	*Ghrhr*	4	3.54	271	47.88	72	71.29
	*Sstr2*	0	0.00	5	0.88	1	0.99
CORT	*Gr*	17	3.82	64	2.44	19	6.46
	*Crh-r1*	2	0.45	0	0.00	2	0.68
	*Crh-r2*	2	0.45	30	1.15	5	1.70
	*Ghrhr*	7	1.57	791	30.21	125	42.52
	*Sstr2*	0	0.00	2	0.07	0	0.00

Number of cells and percent population for basal and corticosterone-treated day 11 chicken embryonic pituitary cells revealed similarity between the cortico-somatotrophs compared to the corticotrophs and somatotrophs.

Abbreviations: *Crh-r1*, corticotropin releasing hormone receptor 1; *Crh-r2*, corticotropin releasing hormone receptor 2; *Ghrhr*, growth hormone releasing hormone receptor; *Gr*, glucocorticoid receptor; *Sstr2*, somatostatin receptor 2.

**Table 5.** Cortico-somatotrophs characterized based on genes for transcription factors involved in differentiation of corticotrophs and somatotrophs in embryonic day 11 chicken pituitary cells under basal and CORT-treated conditions

	Genes	Corticotrophs		Somatotrophs		Cortico-somatotrophs	
		# Cells	% Pop.	# Cells	% Pop.	# Cells	% Pop.
Basal	*Neurod1*	25	22.12	176	31.10	40	39.60
	*Tbx19*	20	17.70	2	0.35	13	12.87
	*Neurod4*	0	0.00	0	0.00	0	0.00
	*Foxo1*	26	23.00	67	11.84	40	39.60
	*Pou1f1*	17	15.04	544	96.11	97	96.04
CORT	*Neurod1*	42	9.44	346	13.22	69	23.47
	*Tbx19*	22	4.94	14	0.53	9	3.06
	*Neurod4*	0	0.00	0	0.00	0	0.00
	*Foxo1*	17	3.82	174	6.65	31	10.54
	*Pou1f1*	51	11.460	1899	72.54	250	85.03

Number of cells and percent population revealed similarity between the cortico-somatotrophs compared to the corticotrophs and somatotrophs.

Abbreviations: CORT, corticosterone; *Foxo1*, forkhead box protein O1; *Neurod1*, neurogenic differentiation 1; *Neurod4*, neurogenic differentiation 4; *Pou1f1*, pituitary-specific transcription factor 1; *Tbx19*, T-Box transcription factor 19.

Next, we compared *Gh* and *Pomc* expression in these cell types. In the cortico-somatotrophs, the average expression of both *Gh* and *Pomc* between treatments was not different (Fig. 3C and 3G). 

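In cortico-somatotrophs, the mean of log2(UMI count + 1) of *Gh* was 5.07 in the basal and 4.83 in the CORT library, and that of *Pomc* was 6.90 and 5.17. In the narrower set the CORT minus basal differences of these means were -0.00933 for *Gh* and -1.81 for *Pomc*. By CPM, which takes out the depth of the cells but not how they were chosen, *Gh* was higher with CORT, at 10943 and 25327 CPM (log2 ratio 1.21, 1.19 to 1.23). *Pomc* was lower, at 68928 and 47229 CPM (-0.55, -0.56 to -0.54). The size of the *Pomc* difference depended on the scaling, and it was far smaller as a mean of log2 CPM per cell. The minimum of 1 UMI of both hormones kept 259 of 365 basal and 880 of 922 CORT premature nebulous cells, so the sets were chosen unlike on *Gh* itself. *Gh* in endothelial cells was at 364 and 3719 CPM, so background alone could meet this minimum in the CORT library.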

No differences in average gene expression levels were observed in somatotrophs for *Gh* (Fig. 3A) and corticotrophs for *Pomc* (Fig. 3E). When the percent of cortico-somatotrophs were separated into bins of different *Gh* mRNA levels, it revealed an overall shift to the right with CORT treatment, indicating an increase in *Gh* expression (Fig. 3D). This increase in *Gh* levels was similarly observed in somatotrophs in response to CORT (Fig. 3B). Conversely, when the cortico-somatotrophs were separated into bins of different *Pomc* mRNA levels, under basal conditions, a large population of the cortico-somatotrophs were expressing high levels of *Pomc*. 

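For *Gh* in cortico-somatotrophs, the share of cells with 1 to 2 UMIs was 22.4% in the basal and 5.34% in the CORT library, and the share with 3 to 6 UMIs was 5.79% and 26.0%. Endothelial cells, a background for *Gh*, went the same way in these 2 bins, with 41.6% and 14.0% at 1 to 2 UMIs and 4.80% and 51.1% at 3 to 6. At the upper end, 13.5% and 18.3% of cortico-somatotrophs held 127 to 254 UMIs, against 0.437% and 2.25% of endothelial cells. After thinning each cell to 1000 UMIs, the mean of log2(*Gh* count + 1) was higher with CORT by 0.95.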

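In basal cortico-somatotrophs, 22.0% of cells held 511 to 1022 *Pomc* UMIs and 17.8% held 1023 to 2046.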

In response to CORT treatment, there was a shift to the left, indicating a decrease in *Pomc* expression (Fig. 3H). This decrease in *Pomc* expression levels was similarly observed in corticotrophs in response to CORT (Fig. 3F). These results indicate that the similarities observed between cortico-somatotrophs to both the corticotrophs and somatotrophs are more than just gene expression, but they also share similar functional regulation as seen in their response to CORT.

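In CORT cortico-somatotrophs, 5.68% of cells held 511 to 1022 *Pomc* UMIs and 0.455% held 1023 to 2046, while 19.9% held 127 to 254, against 4.25% of the basal cells. After thinning, the mean of log2(*Pomc* count + 1) was lower with CORT by a smaller amount, with a difference of -0.39.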

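In corticotrophs, the median *Pomc* count was 845 UMIs in the basal and 214 in the CORT library, and the mean of log2(UMI count + 1) was 9.07 and 7.32. The share of corticotrophs with 1023 to 2046 *Pomc* UMIs was 33.6% and 0.225%, and in the CORT library 27.2% held 127 to 254 and 27.6% held 255 to 510. By CPM the difference was smaller, a log2 ratio of -0.61 (-0.62 to -0.59), and after thinning the difference in mean log2 was -0.53.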

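Across the transcriptome, most mRNA levels in the narrower set of 102 basal cortico-somatotrophs lay between or close to those of corticotrophs and somatotrophs. Of 1585 genes with at least 100 UMIs there, 1574 (99.3%) lay between the 2 types or close to the nearer one, and 0 were over 2-fold above both. By its definition this set holds few *Fshb* or *Tshb* UMIs; in the 131 cells with at least 15 UMIs of *Gh* and *Pomc*, whatever those 2, 2 of 2236 genes were over 2-fold above both, and they were *Fshb* and *Tshb*. The share between the 2 types or close to the nearer one was 90.4% in basal thyrotrophs and 76.4% in basal gonadotrophs. In the CORT library it was 96.1% in the narrower set, 91.7% in thyrotrophs and 84.3% in gonadotrophs. The paper reasons from the shared genes, the shares of cells with receptor and transcription factor mRNAs, and the *Gh* and *Pomc* shifts with CORT that cortico-somatotrophs are similar to both corticotrophs and somatotrophs in gene expression, and concludes that they also share their regulation.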

### Verifying the Existence of the Cortico-somatotrophs

To confirm the existence of cortico-somatotrophs, e11 CEP cells were visualized at both the mRNA and protein levels using RNA-FISH and dual-label immunofluorescence assays, respectively. Using probes to detect *Pomc* and *Gh* transcripts, corticotrophs (*Pomc*-producing cells) and somatotrophs (*Gh*-producing cells) were visualized in vitro. Along with DAPI staining (detecting the nuclei), a small number of cells were shown to be *Pomc*+, *Gh*+, and DAPI+, indicating the presence of cortico-somatotrophs (Figs. 5A and 5B and S10 and S11) (20). Based on RNA-FISH, the percent population of each cell type was determined (Fig. 5C). Under basal conditions, the corticotrophs (7.83%) were higher than both the somatotrophs (2.55%) and cortico-somatotrophs (1.57%) (*P* < .001). In response to CORT treatment, the corticotrophs (8.34%) and cortico-somatotrophs (1.05%) remain unchanged; however, somatotrophs (14.07%) increased by 5.5-fold (*P* < .0001). Similar results were seen at the protein level. Cortico-somatotrophs were detected in vitro using antibodies for ACTH and GH (Figs. S12-S15) (20). The percent population for each cell type was determined based on dual label immunofluorescence staining (Fig. 5D). There were more corticotrophs (12.86%) and somatotrophs (13%) compared to cortico-somatotrophs (4.89%) under basal conditions (*P* < .01). With CORT treatment, while corticotrophs (9.29%) showed a numerical decrease (*P* = .25), the somatotrophs (23.86%) increased by 2-fold (*P* < .0001). Cortico-somatotrophs remained unchanged (5.08%) in response to CORT. These results verified the existence of cortico-somatotrophs in e11 CEP cells.

**Figure 5.**
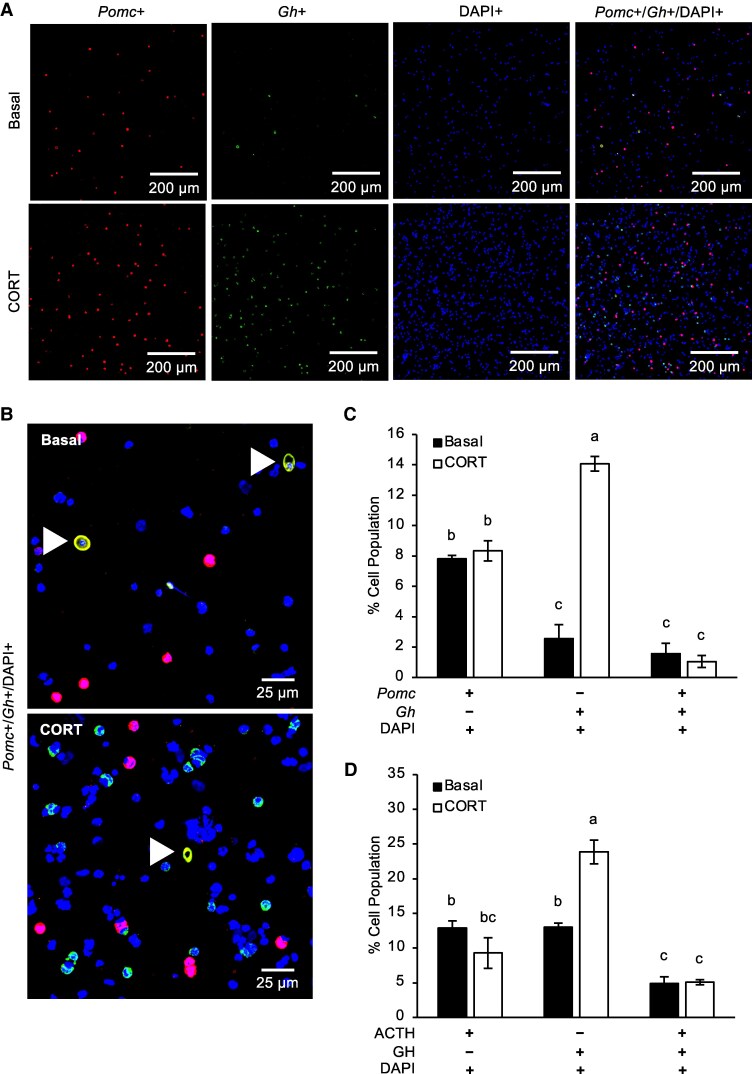
RNA FISH detection of *Pomc* and *Gh* mRNA expression in basal and corticosterone-treated embryonic day 11 chicken pituitary cells. (A) RNA-FISH detection revealed a hormone-producing cell population coexpressing *Pomc* and *Gh* mRNA, named the cortico-somatotrophs. Images were taken at 20× magnification. Scale bars represent 200 μm. n = 4 with 3 technical replicates each but only 1 biological replicate is shown. (B) *Pomc*-producing cells are shown in red. *Gh*-producing cells are shown in green. Cortico-somatotrophs are shown in yellow and indicated with white arrowheads. Images were taken at 20× magnification. Scale bars represent 25 μm. (C) Quantification of RNA-FISH data graphed as percent cell population. Values are LSMeans ± SEM of 4 separate experiments. (D) Quantification of dual-label immunofluorescence detection of ACTH and GH protein expression graphed as percent cell population. Values are LSMeans ± SEM of 4 separate experiments. Significant differences between LSMeans are denoted by different letters (a, b, c). *P < .05. Abbreviations: FISH, fluorescence in situ hybridization; *Gh,* growth hormone; LSMeans, least square means; *Pomc,* proopiomelanocortin.

## Discussion

We utilized scRNAseq to elucidate the transcriptomes of day 11 chicken embryonic AP cells. During chicken embryonic development, hormone-producing cell types have not yet fully differentiated, and this was seen in nondistinct clusters of cells. Manually assigning cells on a region of the UMAP based on the expression of known cell type markers allowed us to generate cell populations that were expected based on the expression of known genes. We identified 4 endocrine cell clusters, including somatotrophs (*Gh*), corticotrophs (*Pomc*), gonadotrophs (*Fshb*), and thyrotrophs (*Tshb*). These classical endocrine cell types, including lactotrophs (*Prl*), have been identified and somewhat characterized in select vertebrate species (8, 10-16). Somatotrophs are typically only starting to form at this developmental stage; however, we observed a greater abundance of somatotrophs in this study. An explanation for this difference is the increased sensitivity of scRNAseq for detecting mRNA transcripts, which enables earlier and more accurate identification of emerging somatotrophs. Our data did not reveal a clear lactotroph population, because lactotroph differentiation occurs during the late embryonic period (around e18 in chickens) (40, 44). We did, however, detect a small population of somatotrophs that also expressed low levels of *Prl*; we labeled this group of *Gh*- and *Prl*-expressing cells as the mammosomatotrophs (45). Comparing the percent cell population between the endocrine cell types, somatotrophs were the most abundant, which is consistent with the observations seen in rodents (10, 11).

scRNAseq analysis of adult chicken pituitaries showed distinctly separated cluster of cells (14). Despite a lack of well-defined cell clusters, many DEGs were still identified between the endocrine cell types in the present study. With that said, not all identified DEGs were great marker genes, as their expression did not colocalize with known marker genes that we utilized to label each cell type. We identified 1 or more potential gene markers for somatotrophs (*Ghrhr*, *Enpp2*), corticotrophs (*Pcsk1*), and gonadotrophs (*Gal*, *Cart*). There were no other marker genes for thyrotrophs except *Tshb*, and only *Prl* was differentially expressed in mammosomatotrophs.

Glucocorticoids (GCs) can induce premature somatotroph differentiation during development in fetal rat (46), as well as in embryonic mice and chicks (18, 47-51). Since this GC-induced effect is seen in as early as e11 embryos (35, 52, 53), we utilized in vitro CORT treatment on dispersed CEP cells to further characterized each of the endocrine cell types, especially the somatotrophs. Our scRNAseq analysis revealed an increase in somatotroph cell population by ∼9% in response to CORT (Table S2) (43). This was expected as dispersed CEP cells treated with CORT showed an increase in somatotroph abundance, and these cells were further characterized by an increase in GH mRNA, protein, and their capacity to secrete GH (35-37, 39). This suggests a subpopulation of multipotent cells that can be CORT-stimulated to become GH-producing cells. Interestingly, we observed a CORT-induced increase in the gonadotroph population; although inhibitory effects of GCs on gonadotropin secretion have been well documented in various species (54-56).

We examined the CORT effect on gene expression profiles of different pituitary cell types. Visually, the cell clustering patterns were mostly similar between the basal and CORT--reated groups, with the exception of the gonadotroph cluster. There was a CORT-induced shift to where the gonadotroph cluster became nested in between the other endocrine cell clusters. This shift in gonadotroph population on the UMAP suggests changes in its gene expression profile are more similar to other hormone-producing cell types under CORT treatment. Interestingly, there were no DEGs identified between the basal and CORT-treated gonadotrophs. We did, however, identify DEGs between the basal and CORT-treated groups in both the corticotrophs (*Cacna2d1* and *Hnrnpr*) and somatotrophs (*Npy* and *Nsg1*).

In chickens, as in most vertebrate species, the primary stimulators of GH secretion are GHRH and thyrotropin-releasing hormone (57-60, 64), while somatostatin acts an inhibitor of GH release (61, 63). Responsiveness to these stimulatory and inhibitory factors suggest the expression of *Ghrhr*, *Trhr*, and *Sstr2* in the somatotrophs (63). From our scRNAseq analysis, *Ghrhr* was largely expressed by ∼40% of the somatotrophs, which is in line with the ∼50% of embryonic somatotrophs detected to be responsive to GHRH using a reverse hemolytic plaque assay (64). Similarly, *Trhr* was detected in ∼7% of the somatotroph population, and only 15% to 30% of the embryonic somatotrophs responded to thyrotropin-releasing hormone using reverse hemolytic plaque assay (64). These results reveal heterogeneity within the somatotroph population, where not all somatotrophs are responsive to the same stimuli. SSTR2 was shown to be detected in somatotrophs during late embryonic development of chickens (61), but it was undetected (<1%) in e11 CEP cells. In response to CORT, somatotrophs coexpressing *Ghrhr* and *Pou1f1* were reduced by ∼50%. While our study revealed a decrease in *Pou1f1* mRNA, POU1F1 protein and POU1F1-containing cells in e11 CEP were shown previously to be unaffected by CORT treatment (62). This reduction, occurring only at the transcript level, may reflect negative feedback regulation where a reduction in protein abundance is not observed immediately. Notably, CORT had no effect on somatotrophs expression *Pou1f1* alone, suggesting that GC-mediated negative regulation of *Pou1f1* expression may require coexpression of the *Ghrhr* gene. Further analyzing the heterogeneity within the somatotroph population, we separated the somatotrophs by expression levels of *Gh* mRNA, and our analysis revealed a wide range of cells with different levels of *Gh* expression. Under basal conditions, the number of somatotrophs decreased as the level of *Gh* increased in a somewhat linear trend. In response to CORT, the trend was altered, and the number of CORT-induced somatotrophs increased as the level of GH increased. This shift in the distribution of the somatotroph population based on *Gh* mRNA levels indicates that not all somatotrophs are inducible by CORT, which further supports the idea that multiple subpopulations exist within the somatotroph population.

During mammalian pituitary gland development, the first functional hormone-producing cells to differentiate are the corticotrophs that appear at e12.5 of the mouse pituitary (65). The transcription factor TBX19 plays a role specific in driving pituitary progenitor cells toward corticotroph differentiation, but it is not required for commitment (66). In line with TBX19 expression in mice, *Tbx19* was localized in the corticotroph population in e11 CEP cells. Along with *Tbx19* expression, NEUROD1, another cell-specific transcription factor for the *Pomc* gene (67), was also expressed in the corticotrophs. In mice, NEUROD1 deficiency has been shown to cause a delay in *Pomc* expression during early corticotroph differentiation (68). Additionally, NEUROD1 and TBX19 work in transcriptional synergism in stimulating *Pomc* gene expression (67, 69). Interestingly, the expression of *Neurod1* in e11 chicken pituitary cells was not specific to the corticotrophs, but it was expressed in all the hormone-producing cell types. This alludes to the potential role of NEUROD1 in cellular differentiation in other endocrine cells in the chicken pituitary. Through a knockout mouse model, NEUROD4, another member of the NeuroD family, was shown to be essential for normal somatotroph function, although specific targets of this protein are unknown (70, 71). Our scRNAseq data revealed no expression of NEUROD4 in e11 CEP cells. The expression of *Neurod1* in somatotrophs may have similar functional roles as *Neurod4* in mice, which serves to promote somatotroph differentiation in chickens. Furthermore, the shared *Neurod1* expression across all of the hormone-producing cell types suggests that the corticotrophs may not be as distinctly different compared to other cell types in the embryonic chicken. Another T-box transcription factor, TBX20, was shown to be localized in thyrotroph and gonadotroph populations. Similar to *Pomc* regulation by TBX19 and NEUROD1 in the corticotrophs (67, 69), TBX20 may act similarly as TBX19 and work together with NEUROD1 in promoting thyrotroph and gonadotroph differentiation in chickens.

In line with the mice pituitary cell differentiation, *Nr5a1* was expressed and localized in the gonadotrophs. *Nr5a*1 is known to be a transcriptional factor in the development of steroid hormone-producing cells and to be preferentially expressed in gonadotrophs (72, 73). Its family member, *Nr5a2*, was also found to be expressed in the chicken pituitary but more specifically in the somatotroph cluster. The expression of liver receptor homolog 1 (LRH-1) was described as primarily in the liver, pancreas, gastrointestinal tract, and reproductive organs (74). It was later identified in anterior pituitary gonadotrophs (75). LRH-1 was shown to have a direct physical interaction with the glucocorticoid receptor (GR), mediating a reciprocal inhibition of both transcription factors in T cell acute lymphoblastic leukemia cells (76). Our lab has described an involvement of GR in GC-induced chicken *GH* gene activation in the somatotrophs (77), which suggests a potential role for LRH-1 to downregulate GR action in a negative feedback mechanism. The involvement of LRH-1 in the pituitary, specifically in somatotroph differentiation, remains to be characterized.

Another transcription factor that has been identified to be involved in somatotroph differentiation is FOXO1. Nuclear FOXO1 protein was detected in about 40% of the somatotrophs and approximately 10% of gonadotrophs, corticotrophs, and thyrotrophs in embryonic mice pituitary cells at e18.5 (78). In contrast, our scRNAseq data shows *Foxo1* expression mostly localized in the somatotrophs and corticotrophs. Conditional deletion of FOXO1 from the AP in mice resulted in delayed somatotroph differentiation (79). In vivo, loss of FOXO1 impairs the ability of GC to prematurely induce terminal differentiation of mouse somatotrophs (50). Further deletion of both FOXO1 and FOXO3 have reduced expression of important somatotroph genes including *Neurod4*, *Pou1f1*, *Ghrhr*, and GH secretagogue receptor, which led to impaired growth in mice (80). The role of FOXO1 in corticotrophs remains to be described, as this is the first study revealing FOXO1 expression in a large population of the corticotrophs. Another member of the FOX family, FOXP2, was found to be largely expressed in the thyrotrophs and gonadotrophs in e11 CEP cells. FOXP2 was initially characterized as a transcription factor linked to speech and language disorders (81, 82), but recent scRNAseq analyses have revealed that *Foxp2* is also expressed in hormone-producing cells. In line with our findings, *Foxp2* was expressed in both the thyrotrophs and gonadotrophs in adult layers (14). However, in embryonic mice, *Foxp2* was only found to be enriched in the gonadotrophs (11). In adult male zebrafish, FOXP2 deficiency disrupts gonad development and modulates the hypothalamic-pituitary-gonadal axis, especially the regulation of LHβ and FSHβ expression (83). Our finding further supports the newly identified role of FOXP2 in the regulation of reproduction in vertebrates. The expression of *Foxp2* in thyrotrophs appears to be unique to the chicken pituitary, and more research is required to determine its role in thyrotroph functions.

We identified a sixth endocrine cell cluster expressing 2 or more endocrine cell marker genes, namely the premature nebulous. These cells demonstrate a degree of plasticity by producing more than 1 hormone, suggesting the existence of shared progenitor cells that give rise to multiple specialized cell types in the anterior pituitary gland. Identified multihormonal/bipotent anterior pituitary cells include mammosomatotrophs (45), thyrosomatotrophs (84), and corticotrophs that also transiently express either *Prl* (85) or gonadotroph hormones *Lh* and *Fsh* (86). Our scRNAseq data revealed a large population of cells from the premature nebulous cluster that express both *Pomc* and *Gh* concurrently. Dual expression of *Pomc* and *Gh* by pituitary cells has been observed under altered physiological conditions like a pituitary adenoma (87). However, this is the first study suggesting the existence of pituitary cells coexpressing *Pomc* and *Gh* under normal development in vertebrates. We named this pituitary cell type the “cortico-somatotrophs.”

Cell lineages of the 5 classical hormone-producing cell types have been well characterized (88). It is widely accepted that the corticotrophs and the cells derived from the POU1F1 lineage, such as somatotrophs, diverge during early pituitary development (88-90). The transitional intermediate states in these hormone-producing cell lineages were revealed and characterized by a recent scRNAseq analysis (8). However, there is no clear evidence for crossing over between the corticotrophs and somatotrophs during cell differentiation. Further verifying the existence of the cortico-somatotrophs, we visualized a population of cells (∼5%) coexpressing *Pomc*/ACTH and GH at both the mRNA and protein levels through RNA-FISH and dual-label immunofluorescence staining, respectively. Our discovery of the cortico-somatotrophs challenges the current dogma on pituitary cell lineages. Our finding of a large population of functional cortico-somatotrophs during chicken embryonic development indicates that the developmental pathways between corticotrophs and somatotrophs are not as distinctly different as previously proposed (2, 5, 59, 88-90).

We began characterizing the newly identified cortico-somatotrophs by examining their gene expression profiles. In addition to known marker genes, these cells also shared DEGs with both corticotrophs (*Pcsk1*) and somatotrophs (*Ghrhr* and *Enpp2*), suggesting that they possess molecular features of both lineages. Notably, *Pcsk1* and *Ghrhr* play essential roles in regulating corticotroph-specific and somatotroph-specific functions, respectively, underscoring the hybrid identity of this cell type. Consistent with this, cortico-somatotrophs expressed receptor genes characteristic of the 2 lineages: *Crh-r1* for corticotrophs and *Ghrhr* for somatotrophs, supporting their potential capacity to respond to both CRH and GHRH. This dual responsiveness highlights a key novel finding of our study: the discovery and functional characterization of cortico-somatotrophs, a previously unrecognized pituitary cell population that has the potential to integrate corticotroph and somatotroph signaling.

Following CORT treatment, cells expressing *Crh-r1* were barely detected in both corticotrophs and cortico-somatotrophs. Similarly, cells expressing *Ghrhr* in both somatotrophs and cortico-somatotrophs were reduced by ∼30%. These reductions likely reflect negative feedback from downstream CORT stimulation, consistent with known downregulation of *Crh-r1* (91) and *Ghrhr* (92) expression. Additionally, CORT-induced pituitary cells revealed a trend of decreasing *Pomc* gene expression in corticotrophs and cortico-somatotrophs and an increase in *Gh* gene expression in somatotrophs and cortico-somatotrophs. Together, these findings indicate that cortico-somatotrophs are functionally positioned to act as both a corticotroph and a somatotroph simultaneously. This extends the previously known CORT-dependent increase in somatotroph abundance by revealing the existence and dual functionality of this intermediate cell population.

The cortico-somatotrophs were also expressing genes for transcription factors that are critical for cell-specific differentiation for both the corticotrophs and somatotrophs. NEUROD1 and TBX19 are differentially expressed in *Pomc*-positive cells and were identified to promote corticotroph cell differentiation (67, 69), but they were also found to be expressed in the cortico-somatotrophs. Similarly, a significant population of the cortico-somatotrophs were also expressing transcription factors that are essential for normal somatotroph differentiation, including FOXO1 (75, 79) and POU1F1 (93). Interestingly, *Neurod1*, *Foxo1,* and *Pou1f1* were expressed in all 3 cell types. Sharing genes for cell type-specific differentiation suggests the cortico-somatotrophs have the capacity to differentiate into either cell type and that they may be transient precursors to both the corticotrophs and somatotrophs.

Collectively, this study presents a comprehensive view of CEP cells, detailing their composition, heterogeneity, and transcriptomic profiles. The discovery of cortico-somatotrophs suggests a shared lineage between the corticotrophs and somatotrophs, contributing to the concept of pituitary cell plasticity and challenging the current dogma on pituitary cell lineage. Although our conclusions are derived from cultured CEP cells, we acknowledge that in vitro systems may not fully recapitulate the state of these cells in the intact pituitary. Nonetheless, the identification of cortico-somatotrophs in culture provides a strong foundation for future research, especially given the established responsiveness of CEP cells to CORT stimulation and the developmental parallels observed in vivo. In conclusion, by mapping the transcriptional landscape and identifying cortico-somatotrophs as a hybrid/intermediate cell type, we have furthered our understanding of the mechanisms underlying the development and function of the embryonic AP gland.

## Data Availability

Original data generated and analyzed during this study are included in this published article or in the data repositories listed in References.

How the deposited data were processed for this re-analysis (not part of the article)

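Anterior pituitary cells of chicken embryos at embryonic day 11, pooled from 246 embryos by the sample labels, were cultured for 19 hours and then for 6 hours without (basal) or with 100 nM corticosterone (CORT). Each condition is represented by 1 single-cell library, so all comparisons are between 2 libraries, and the cells of a library are not replicates of its condition.

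The authors aligned the reads to genome build GRCg6a and made the deposited matrices of UMI counts with Cell Ranger (7.2.0 by the sample labels), keeping the barcodes it called as cells. These counts carry no normalization, no filter on cell quality and no doublet removal, and cover 22987 features. The authors made the deposited cell type labels afterwards with Seurat 4.2.0, DoubletFinder and marker thresholds set by hand, on the cells left after their filters. The authors also deposited UMAP coordinates from Seurat, score values without a fixed unit, which were read and not used for any result. The labels hold 2743 basal and 8843 CORT cells. The other 1782 and 2999 barcodes have no label and enter no result except their number and depth.

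The basal library holds 24055686 UMIs with a median of 2702 per barcode, and the CORT library 30249617 with a median of 1647. Labelled cells held a median of 5380 and 1922 UMIs. Genes chosen by their ratio have at least 100 UMIs in a type over both libraries, gene lists take members with at least 50, and genes the paper names are given at any count. Where no cell had a UMI, the limit given is that of 3 counts.

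Shares of cells were computed as cells with at least 1 UMI over all labelled cells of a type, with exact 95% Clopper-Pearson intervals. Shares of cell types were taken over the 6 hormone-producing types or over the nonendocrine types. Levels are UMIs summed over a type and scaled by its total (CPM), and ratios are log2 of CORT over basal CPM, with exact conditional binomial intervals. Means per cell are of log2(count + 1). Thinning took 1000 UMIs from each cell without replacement. Thinned shares of cells with a UMI of a gene are exact expectations. Thinned hormone shares of premature nebulous cells and the *Gh* minimum applied after thinning are averages over 100 draws. Thinned mean log2 counts and the shares with *Pou1f1* and *Ghrhr* are averages over fewer draws. For each gene list, the median log2 ratio of its measured members was placed among the medians of 10000 random lists of the same size, matched on mean expression in 10 bins, as a description of these libraries. Enriched genes are the ratios of a type to the other hormone-producing cells in the basal library. Premature nebulous cells were clustered again with 2000 variable genes, 15 principal components and the Leiden method, with the resolution (0.1 to 2.0) that gave 2 clusters in the basal and 3 in the CORT library. Doublets were scored with Scrublet, as included in scanpy, at the rates the paper assumes (3.5% basal and 9% CORT). That share of barcodes with the highest scores was called, so the number of calls is set and does not estimate the doublet rate. No p-value was computed, because no condition has a replicate.

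Features that the files list without a symbol were assigned from the numbers of cells in the paper's tables and figures. *Gh* is ENSGALG00000000249. For *Crh-r1*, 1 feature had the same cell numbers in the basal library and 41 features had them in the CORT library, and for *Pou1f1* 1 feature had them in each. The W-linked gene *HINTW* is listed under another symbol, and no feature was found for *Lhb*.

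Before the data were examined, the comparisons, their alternatives, the gene lists and a rule for which genes to name were fixed. The rule takes every gene the paper names, the 5 highest and 5 lowest ratios of each hormone-producing type and of cortico-somatotrophs among genes with at least 100 UMIs whose interval excludes a ratio of 1, the 10 genes each way with the largest shared response (over 1.5-fold in all 4 classical types), the 5 most enriched genes of each type, and the measured members of the fixed lists. The paper's tables had been read by then, so its own genes count as seen. The lists covered glucocorticoid response, immediate early genes, heat shock, secretory granules, hypophysiotropic and steroid receptors, pituitary transcription factors, cholesterol synthesis, glycolysis and hypoxia, ER stress and the clock, and markers of cell types.

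The alternatives were: only labelled cells that pass the filters stated in the paper (at least 500 UMIs and 200 genes, at most 5% mitochondrial and 25% ribosomal UMIs); removal of cells scored as doublets; all labelled cells as the denominator; at least 2 or 3 UMIs for detection, or more UMIs than the 95th percentile of red blood, white blood and endothelial cells; thinning; levels without hormone, mitochondrial (13 genes) and ribosomal protein (75 symbols) genes; equal weight for each cell; the same minimum marker count in both libraries; log2 CPM per cell; all other cells as reference, or the CORT library, for enriched genes; clustering without *Gh* and *Pomc* or with 7 principal components; and a minimum of 200 UMIs for list members. A set of cortico-somatotrophs with at least 15 UMIs of *Gh* and of *Pomc* and fewer than 3 of *Fshb* and of *Tshb* was added after the data were seen. The use of *HINTW*, a gene of the W chromosome, which only females carry, and of 8 genes picked by their presence with it, to estimate how many droplets hold cells of 2 embryos was also added then. The estimate takes its background rate and spread of counts from the endothelial cells of a library, assumed to hold no such droplets. The 8 genes were picked in basal endothelial cells, and the chromosome of most of them was not checked.

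The procedures were tested on simulated data. Among 1943 corticotroph genes, 96.5% of the intervals of genes simulated without a difference covered the true ratio, and all intervals of the 50 genes simulated at each of 4 folds excluded a ratio of 1. Thinning reduced simulated differences between deep and shallow cells of 6.35, 23.5, 22.5 and 12.8 points to -0.993, 0.430, -0.688 and 1.63 points. The estimate of 2-embryo droplets averaged 7%, 62.1% and 98.2% over 10 simulations each where the true share was 0%, 50% and 100%. The simulated reference and test cells had the same background rate and spread of counts. The simulations therefore cannot show how far a difference in these between cell types would shift the estimate. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. The raw reads, the RNA in situ hybridization and the immunofluorescence of the paper were not analysed here.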

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

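The results below drew attention because they lie in genes, cells or barcodes that the paper does not report on, or because 2 cell types went opposite ways. Of the tests used to weigh them, those of free hormone RNA, of depth, of hormone gene load, of *Gh* minimum counts, of genes over both parental types and of *HINTW* were chosen after the result was seen. The tests with other genes picked by their presence with *HINTW* and with the CORT library were set before their result was seen.

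*Fkbp5*, a glucocorticoid receptor cochaperone and a standard target of glucocorticoids, is outside the genes the paper discusses and was higher in the CORT library at log2 ratios of 3.94 in corticotrophs, 4.22 in gonadotrophs, 5.90 in thyrotrophs and 5.99 in somatotrophs. *Npy*, which the paper reports for somatotrophs, went from 7 UMIs in basal to 2959 in CORT corticotrophs, a log2 ratio of 8.00 (6.95 to 9.32). Barcodes that the authors did not label numbered 1782 in the basal and 2999 in the CORT library, with a median of 621 and 888 UMIs. *Pomc* was lower in CORT corticotrophs (log2 ratio -0.61) and higher in CORT somatotrophs (1.08). The median somatotroph stood at 363 and 1499.8 CPM, above endothelial (136 and 587) and white blood cells (212 and 831) and below red blood cells (1205 and 3419). Summed levels were 1002 and 2123 CPM in somatotrophs, 1905 and 2115 in endothelial, 2911 and 1295 in white blood and 2488 and 5950 in red blood cells. *Pomc* in somatotrophs thus does not stand clear of background, and its difference from corticotrophs was not tested.

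Among basal cells with at least 5000 UMIs, *HINTW*, a gene on the female W chromosome, showed a UMI in 70.1% (61.3 to 77.9) of the 131 premature nebulous cells with at least 15 UMIs of both *Gh* and *Pomc*, in 62.3% (54.5 to 69.6) of the other premature nebulous cells and in 82.2% (75.9 to 87.4) of folliculo-stellate cells, against 47.7% (43.8 to 51.5) of endothelial cells, near the share of females in a mixed pool. Free *Gh* and *Pomc* RNA is argued against as the source of the pair of hormones, since 1.02% (0.411 to 2.09) of basal endothelial cells reached 15 UMIs of both, against 35.9% of premature nebulous cells. A candidate explanation is that many of these droplets hold 2 cells of different embryos: the lower end of the 95% interval of the estimated share of such droplets was 85% with *HINTW*, 91% with 8 other genes picked by their presence with *HINTW* and in the CORT library 17% with *HINTW*, 44% with the other genes and 78% with all of them. It stays open, because the same estimate was also high in premature nebulous cells without 15 UMIs of both hormones (lower end 80% with *HINTW*) and in folliculo-stellate cells (95%), while basal somatotrophs gave 18% to 95% with *HINTW* and 0% to 54% with the other genes. Scrublet scored 3.05% of these basal and 10.4% of these CORT cells as doublets, but its number of calls was set, at 3.49% and 9.00% of all barcodes. The authors had removed doublets at assumed rates, so neither step decides the question. A cell type of its own also stays open, since only *Fshb* and *Tshb* of 2236 genes lay over 2-fold above both corticotrophs and somatotrophs in these 131 cells, and 0 of 1585 in the narrower set, which is defined by few UMIs of those 2, and this is what a cell making both hormones could give as well as a pair of cells. The paper also reports cells with both hormones among plated cells, by RNA in situ hybridization and by immunofluorescence. Those cells were not in droplets, so the explanation concerns only the droplets here and not whether such cells exist.

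Fewer CORT than basal cells held a UMI of the glucocorticoid receptor gene *Nr3c1* in corticotrophs or of *Ghrhr* in somatotrophs, in a library with fewer UMIs per cell. Lower depth is argued against for *Nr3c1*, whose CPM ratio does not depend on depth and was -2.68 (-3.54 to -1.89) on the log2 scale. A larger load of hormone mRNA is argued against too, since the ratio without hormone, mitochondrial and ribosomal genes was -2.73 (-3.60 to -1.95). For *Ghrhr*, lower depth may account for the lower share, since the log2 CPM ratio was -0.0837 (-0.209 to 0.0423). A lower *Nr3c1* level with CORT stays open as a biological explanation, untested for want of a second culture.

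*Gh* was higher in the CORT library in somatotrophs and also in cells that do not make it, reaching 8511 CPM in labelled red blood cells. Free *Gh* RNA is argued against as the whole of the somatotroph difference, because the log2 ratio was still 1.57 after that CPM was taken off the CORT value. A different minimum *Gh* count of labelled somatotrophs in the 2 libraries stays open. Among the 364 basal and 2545 CORT cells with at least 3 UMIs the log2 CPM ratio was still 1.29 (1.27 to 1.30). The difference in mean log2 count was 0.28 instead of 1.84 there. With that minimum applied after thinning, which 299 and 2284 cells met on average, this difference was 1.04. Its interval of 0.87 to 1.21 is taken over cells, which are not replicates, so it does not cover the spread between cultures. A higher *Gh* mRNA level with CORT stays open too as the biological explanation, with no second library to test it.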

How the results depend on the processing

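With 1 library per condition, the settings below show what depends on processing and not what would repeat in another culture. No paired analysis was possible because each condition has a single library and no result comes from a test. Values were compared with their counting interval, so a small shift of a precise value counts as moved. Across the alternatives fixed beforehand 545 results stayed within the interval, 140 moved and 16 changed sign. The narrower set of cortico-somatotrophs, chosen after seeing the data, left 6 within it and moved 13. The fixed number for thinning came out at 1000 UMIs, so the 2 thinning alternatives coincide, except for cells with *Pou1f1* and *Ghrhr* only, which used other random draws. The results that these 2 alternatives share are counted under each of them in the numbers above. Depth limits the shares, since rare mRNAs are seen in fewer cells where cells are shallow.

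With only cells that pass the stated filters, the CORT minus basal share was 12.0 points for somatotrophs (6.43 as reported), -13.7 for premature nebulous cells (-9.28) and, with a change of sign, -4.95 for folliculo-stellate cells (2.54). The log2 CPM ratio was -0.64 for *Pomc* in corticotrophs (-0.61), and 1.32 for *Gh* (1.21) and -0.34 for *Pomc* (-0.55) in cortico-somatotrophs. Differences in mean log2 count were 1.91 for *Gh* in somatotrophs (1.84), -2.12 for *Pomc* in corticotrophs (-1.76), and -0.0523 for *Gh* (-0.25) and -1.32 for *Pomc* (-1.73) in cortico-somatotrophs. Premature nebulous cells with both hormones made up 77.9% of basal (71.0%) and 97.8% of CORT cells (95.4%). Over all labelled cells, premature nebulous cells differed by -2.88 points, and the sign changed for endothelial (-2.90, from 9.91 over nonendocrine cells) and folliculo-stellate cells (-1.06).

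With at least 2 UMIs, the difference was -10.6 points for *Nr3c1* in corticotrophs (-37.8) and -42.4 for *Pou1f1* in somatotrophs (-23.6), *Crh-r2* in cortico-somatotrophs changed sign (0.296, from -2.88), and cells with both hormones were 55.3% and 84.4%. With at least 3 UMIs they were 45.8% and 72.3%, and above the 95th percentile of background cells 40.3% and 25.8%. Thinned, *Nr3c1* differed by -9.75 points, *Ghrhr* by -2.41 (-17.7), *Pou1f1* by -14.7, and *Pou1f1* with *Ghrhr* only by -3.47 or -3.75 (-17.9). Among differences whose counting interval excluded 0, signs changed for *Crh-r2* (0.473), *Neurod1* (0.835, from -24.1) and *Tbx19* (0.434, from -4.20) in cortico-somatotrophs and for *Foxo1* (0.321, from -5.19) and *Enpp2* (17.3, from -7.75) in somatotrophs. Thinning equalizes depth by construction, so these shifts reflect depth. Mean log2 differences after thinning were 2.61 for *Gh* in somatotrophs, -0.53 for *Pomc* in corticotrophs, and 0.95 for *Gh*, with a change of sign, and -0.39 for *Pomc* in cortico-somatotrophs. Cells with both hormones were then 43.1% and 79.8%.

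Without Scrublet doublets, log2 CPM ratios were 1.84 for *Gh* in somatotrophs (1.81), and 1.23 for *Gh* and -0.51 for *Pomc* in cortico-somatotrophs, and mean log2 differences were -1.77 for *Pomc* in corticotrophs and -0.28 for *Gh* in cortico-somatotrophs. Without hormone, mitochondrial and ribosomal genes, the ratios were 1.96, -0.66 for *Pomc* in corticotrophs, 1.23 and -0.52. With equal weight per cell they were 1.74 for *Gh* in somatotrophs, and 0.97 for *Gh* and -0.59 for *Pomc* in cortico-somatotrophs. With the same minimum count in both libraries, the mean log2 difference was 0.28 for *Gh* in somatotrophs, -1.61 for *Pomc* in corticotrophs and -0.87 for *Gh* in cortico-somatotrophs. As log2 CPM per cell it was 4.63, -0.51, and 1.502 for *Gh*, with a change of sign, and -0.0949 for *Pomc* in cortico-somatotrophs.

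In the narrower set chosen after seeing the data, log2 CPM ratios were 1.18 for *Gh* and -0.51 for *Pomc*, and mean log2 differences -0.00933 and -1.81; it made up 27.9% of basal and 33.5% of CORT premature nebulous cells. Cells with at least 15 UMIs of both hormones, whatever their *Fshb* and *Tshb*, made up 35.9% and 36.6%. The cells of the narrower set lay in a single cluster at 80.4% in basal, a cluster with 44.0% of the wider set, most of which (56.0%) lay in the other, and at 74.1% in CORT (46.8% of the wider set). Without *Gh* and *Pomc* among the clustering genes, the wider set lay in a single CORT cluster at 42.3%. Apart from thinning, the cause was not tested.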

Differences from the paper's values

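Of 105 values stated in the paper's text and compared, 10 differed by the rule used here, and of 14 values read from figures 6 did. The rule asks for more than a 1.5-fold difference, or for a signed value for more than the counting interval. It also passes any share of cells with a UMI where both values lie at or under the share in background cells. This exempted *Foxo1* (CORT) and *Crh-r2* (basal and CORT) in cortico-somatotrophs, which differed by more than 1.5-fold. Endothelial cells held UMIs of both genes, so background cells give no floor for them. The narrower set of cortico-somatotrophs was chosen after the values were seen. Alternatives named without that remark were set before the data were examined.

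*Tbx19* showed a UMI in 7.72% of basal cortico-somatotrophs, and the paper gives 12.87%; no such alternative closes this, and the narrower set gives 12.7%, chosen after seeing the values. *Ghrhr* showed a UMI in 24.7% of CORT cortico-somatotrophs, and the paper gives 42.52%; cells that pass the stated filters give 30.1%, within the rule, removal of doublets, a minimum of 2 UMIs and thinning do not close it, and the narrower set, chosen after seeing the values, gives 42.1%. The set here, with 1 UMI of both hormones, is wider than the paper's.

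For Table 2, the proportions came close only when its first proportion column was read as CORT and its second as basal. The paper's test took cells as replicates, and none was made here. Its values come from merged data with integration against batch effects, and those here are summed UMI counts and shares of cells without it. The 2 measures are unlike, so a gap between them need not be a disagreement of the data. The log2 ratio of *Cacna2d1* in corticotrophs was -0.87, and the paper gives -0.32; cells that pass the stated filters and removal of doublets give ratios whose wider interval holds the paper's value, and levels without hormone genes and equal weight per cell do not. Its proportion of CORT corticotrophs was 0.117, where the paper gives 0.190, and of basal corticotrophs 0.372, where the paper gives 0.704, and no alternative set beforehand closes either. *Npy* in somatotrophs had a log2 ratio of 3.53, and the paper gives 0.32, and its proportion of basal somatotrophs was 0.110, where the paper gives 1.000. *Nsg1* in somatotrophs had a log2 ratio of -0.56, and the paper gives -0.25. No alternative set beforehand closes these 3 gaps.

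Premature nebulous cells with *Pomc* and *Gh* and without *Fshb* and *Tshb* made up 46.3% in the basal library. The paper gives about 30% for cells with *Pomc* and *Gh*, without naming a library or the absence of *Fshb* and *Tshb*. At least 2 UMIs (41.6%), at least 3 UMIs (35.6%), thinning (35.8%) and the 95th percentile of background cells (30.4%) bring the share within the rule. The stated filters and removal of doublets do not. In the CORT library such cells made up 73.3%, set against the same value. Among the alternatives set beforehand the 95th percentile of background cells (22.5%) alone brings that share within the rule. At minimums of 15 UMIs of *Gh* and *Pomc* and 3 UMIs of *Fshb* and *Tshb*, chosen after seeing the values, the shares were 27.9% and 33.5%. Fig. 4, read by eye, shows about 28% and about 34% for them.

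In the basal library, cells with *Gh* and no other of these 4 hormones were 5.48%, and the paper's share is about 8.5% in Fig. 4, read by eye; at least 2 UMIs, at least 3 UMIs, the 95th percentile of background cells and thinning bring it within the rule, and the stated filters and removal of doublets do not. In the CORT library they were 3.15%, and the paper's share is about 13% in Fig. 4; at least 2 UMIs, at least 3 UMIs and thinning bring it within the rule, and the 95th percentile of background cells, the stated filters and removal of doublets do not. CORT cells with *Pomc* and no other were 0.542%, and the paper's share is about 16% in Fig. 4; the 95th percentile of background cells gives 26.8%, and no alternative set beforehand comes within the rule. The minimums of 15 and 3 UMIs, chosen after seeing the values, give 8.49%, 13.0% and 16.3%. For the about 34% of CORT cells with *Pomc* and *Gh* in Fig. 4, no alternative set beforehand comes within the rule. The mean log2 *Gh* count of basal cortico-somatotrophs was 5.07, and the paper's is about 4.4 in Fig. 3C, read by eye, with no alternative set beforehand within the rule. Basal cells with at least 15 UMIs of both *Gh* and *Pomc*, chosen after seeing the values, lay further off at 6.76. The R2 values of 0.746 and 0.615 for the *Gh* bins match those printed in Fig. 3B. This is no independent check, because the *Gh* feature was picked by the bars of that figure. The same holds for *Crh-r1* and *Pou1f1* in corticotrophs and somatotrophs, whose features were picked by the cell numbers of Tables 4 and 5. The paper's averages of transcripts per cell are several times the mean UMIs per barcode here, 5316 in the basal and 2554 in the CORT library.

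The paper states that mean *Gh* per somatotroph did not differ with CORT, and here the mean log2 count was higher by 1.84 and the log2 CPM ratio was 1.81. With the same minimum count in both libraries the mean log2 difference was 0.28 and the log2 CPM ratio 1.29. With that minimum applied after thinning the mean log2 difference was 1.04. The paper describes the nonendocrine populations as unaffected. Here proliferating cells were 14.7% of nonendocrine cells in the basal and 5.04% in the CORT library, and red blood cells 6.42% and 2.36%, while white blood cells were 9.25% and 11.0%. The paper's text has the genes of Table 2 higher with CORT, and here *Npy* was higher, while *Cacna2d1* in corticotrophs and *Nsg1* in somatotrophs were lower and *Hnrnpr* in corticotrophs differed by less than counting error (-0.22, -0.50 to 0.07); the ratios in Table 2 itself are negative for these 3 genes. It reports no regulated genes in the other hormone-producing types, by a test on merged and integrated data that took cells as replicates. By summed counts, *Fkbp5* had log2 ratios of 4.22 in gonadotrophs and 5.90 in thyrotrophs here. It finds no effect of CORT on which hormones premature nebulous cells hold, and here *Gh* showed a UMI in 77.3% of basal and 99.3% of CORT cells and *Tshb* in 20.3% and 7.92%; background cells showed a *Gh* UMI in 47.9% and 99.3%, and at least 15 UMIs of both *Gh* and *Pomc*, a minimum chosen after seeing the values, were held by 35.9% and 36.6% of premature nebulous cells. It finds no difference in average *Gh* and *Pomc* of cortico-somatotrophs with CORT, and here the difference in mean log2 count was -0.25 for *Gh* and -1.73 for *Pomc*; for *Gh* it was 0.95 after thinning and the log2 CPM ratio was 1.21, and in the narrower set, chosen after seeing the values, the differences were -0.00933 and -1.81. It describes transcription factor levels as similar with CORT, and here *Tbx20* had a log2 ratio of -3.26 (-5.22 to -1.75) in thyrotrophs, from only 30 UMIs in basal and 4 in CORT, and *Foxp2* -1.70, while *Neurod1* was at -0.40 in somatotrophs. The paper describes *Ghrhr* as reduced by CORT in somatotrophs, and here the share was lower and the log2 CPM ratio was -0.08.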

Other observations

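The estimates of 2-embryo droplets with *HINTW* and the choice of single genes in nonendocrine types, apart from members of the fixed lists, came after the results were seen. Glucocorticoids act on most cells of the pituitary, and cell types outside the hormone producers also differed between the libraries. In folliculo-stellate cells, the supporting cells of the gland, *Ccl20*, a chemokine, went from 163 UMIs in basal to 1 in CORT (log2 ratio -6.61, -11.92 to -4.11), and *Rsad2*, an antiviral enzyme induced by interferon, from 156 to 1 (-6.54, -11.86 to -4.05). *Ramp3*, which modifies the calcitonin receptor-like receptor, was higher there at 5.92 and *Fkbp5* at 5.76. *Fkbp5* was higher in cells labelled endothelial (3.86, 145 CPM with CORT) and white blood (5.43, 506 CPM with CORT) too, beside 828 CPM in CORT somatotrophs. Hormone and neuropeptide genes were also higher in these labels, *Prl* (4.17) in endothelial and *Npy* (5.24) and *Gh* (3.19) in white blood cells. Free RNA of hormone-producing cells could therefore add to the ratios and list medians of these labels, which was not tested. In the endothelial label *Pdk4*, which restrains glucose oxidation, was higher at 4.33, and *Mmp9*, a matrix protease, was lower at -2.14. The glucocorticoid response list had a median log2 ratio of 0.82 in folliculo-stellate, 0.66 in endothelial and 1.06 in white blood cells. Cholesterol synthesis genes were lower together in folliculo-stellate cells, with a median of -1.04 and 10 of 13 measured genes lower by over 1.5-fold. Examples were *Fdft1* (-1.82), *Insig1* (-1.60) and *Sqle* (-1.43), with *Msmo1* at -1.27, and the list was at -0.38 in white blood cells. In the endothelial label its median was -0.06, with 0 of 14 measured genes lower by over 1.5-fold.

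Among hormone-producing types, the cholesterol synthesis list was also lower in thyrotrophs (median -0.84, 6 of 9 genes lower by over 1.5-fold), somatotrophs (-0.65, 7 of 13) and premature nebulous cells (-0.46, 4 of 13), at percentile 0.04, 0.55 and 0.27 of matched random lists, while gonadotrophs (-0.44) and cortico-somatotrophs (-0.26) lay inside the central 95% of such lists. Secretory granule genes had medians of -0.46 in somatotrophs, -0.37 in thyrotrophs and -0.30 in corticotrophs, each below the central 95% of matched random lists, and of 0.08 in gonadotrophs, inside it, where 5 of 11 genes were higher by over 1.5-fold; in corticotrophs 1 of 10 genes was lower and 1 higher by that much. In somatotrophs *Scg3*, a granule sorting protein, was at -0.87 and *Syt4*, a vesicle protein, at -0.88. Clock genes had a median of 0.61 in cortico-somatotrophs (5 of 9 higher by over 1.5-fold), 0.53 in premature nebulous cells (4 of 9) and 0.29 in somatotrophs (2 of 8), above the range, and of -0.14 in gonadotrophs, inside it. In somatotrophs *Cry1* was at 1.65 and *Bhlhe40* at 1.17, both repressors of the clock. Immediate early genes were at 0.39 in somatotrophs and -0.54 in cortico-somatotrophs, outside that range of matched lists on either side, at -0.49 in folliculo-stellate and -0.43 in white blood cells, below it, and at -0.54 in gonadotrophs, inside it. Receptors for hypothalamic and steroid hormones were at -0.86 in somatotrophs, below the range, from 5 measured genes of which 3 were lower by over 1.5-fold, and at 0.11 in premature nebulous cells and -0.09 in cortico-somatotrophs, inside it; in somatotrophs *Nr3c2*, the mineralocorticoid receptor, was at -1.59. Pituitary transcription factors were at -0.41 in somatotrophs, inside the range, and above it at 1.07 in cells labelled endothelial and 0.47 in folliculo-stellate cells, labels in which *Gh* (3.35 and 2.98) and the secretory granule list (0.49 and 0.40) were higher too. ER stress genes lay above the range in cells labelled endothelial (0.29), folliculo-stellate (0.40) and white blood (0.27) and heat shock genes in premature nebulous cells (0.14), cortico-somatotrophs (0.17) and white blood cells (0.33). Glycolysis and hypoxia genes lay above it in somatotrophs (0.06), mammosomatotrophs (0.58), premature nebulous cells (0.11) and cortico-somatotrophs (0.17). In that order, 2 of 12, 3 of 7, 1 of 12 and 1 of 12 of these genes were higher by over 1.5-fold. No interval of a gene excluded a ratio of 1 in mammosomatotrophs. The range in somatotrophs was -0.42 to -0.002, so even a slightly positive median lay above it. In corticotrophs all 3 lists were inside their range (0.21 for heat shock, -0.13 for ER stress and 0.11 for glycolysis and hypoxia).

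The estimate of 2-embryo droplets was also made for other groups. In the basal library with *HINTW*, it was 0% (0 to 11) for endothelial cells, 56% (18 to 95) for somatotrophs, 99% (35 to 100) for thyrotrophs, 100% (9 to 100) for corticotrophs, 89% (40 to 100) for white blood cells and 100% (80 to 100) for premature nebulous cells without 15 UMIs of both hormones, or 100% (84 to 100) for these with the other genes. Because the background rate and spread of counts were fitted to endothelial cells, assumed to hold no such droplets, the endothelial value is no independent check. The estimate was 0% (0 to 88) for proliferating cells, and for gonadotrophs, mammosomatotrophs and red blood cells the interval ran from 0% to 100%. Random pairs of basal endothelial cells added together gave 97%, and the other genes, picked by their presence with *HINTW* in basal endothelial cells, gave 16% (0 to 54) for somatotrophs, 62% (0 to 100) for corticotrophs, 91% (35 to 100) for thyrotrophs and 71% (10 to 100) for white blood cells. Genes over 2-fold above both corticotrophs and somatotrophs numbered 79 of 982 in basal gonadotrophs and 19 of 1155 in basal thyrotrophs.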
